# miR156-*SPL* modules regulate induction of somatic embryogenesis in citrus callus

**DOI:** 10.1093/jxb/ery132

**Published:** 2018-04-05

**Authors:** Jian-Mei Long, Chao-Yang Liu, Meng-Qi Feng, Yun Liu, Xiao-Meng Wu, Wen-Wu Guo

**Keywords:** Callus, citrus, knock-down, miR156, overexpression, somatic embryogenesis, SPL

## Abstract

miR156 is a highly conserved plant miRNA and has been extensively studied because of its versatile roles in plant development. Here, we report a novel role of miR156 in regulating somatic embryogenesis (SE) in citrus, one of the most widely cultivated fruit crops in the world. SE is an important means of *in vitro* regeneration, but over the course of long-term sub-culturing there is always a decline in the SE potential of the preserved citrus embryogenic callus, and this represents a key obstacle for citrus biotechnology. In this study, the SE competence of citrus callus of wild kumquat (*Fortunella hindsii*) was significantly enhanced by either overexpression of csi-miR156a or by individual knock-down of the two target genes, *CsSPL3* and *CsSPL14*, indicating that the effect of miR156-*SPL* modules was established during the initial phases of SE induction. Biological processes that might promote SE in response to miR156 overexpression were explored using RNA-seq, and mainly included hormone signaling pathways, stress responses, DNA methylation, and the cell cycle. CsAKIN10 was identified as interacting protein of CsSPL14. Our results provide insights into the regulatory pathway through which miR156-*SPL* modules enhance the SE potential of citrus callus, and provide a theoretical basis for improvement of plant SE competence.

## Introduction

Plant cells possess the capacity to regenerate complete plants through somatic embryogenesis (SE) and *de novo* organogenesis *in vitro*, a phenomenon known as cell totipotency (Ikeuchi *et al.*, 2016; Zhang *et al.*, 2017). *De novo* organogenesis is the process by which shoots or roots are originated from explants either directly or indirectly (with callus formation step) (Liu *et al.*, 2014; Pulianmackal *et al.*, 2014), whereas SE refers to the process by which somatic cells first de-differentiate and then differentiate into embryonic cells that generate embryos and subsequently produce intact plants (Verdeil *et al.*, 2007). SE is an effective and powerful means of *in vitro* regeneration for species that have a long reproductive cycle or a low seed set (Smertenko and Bozhkov, 2014). As a classic example of plant cell totipotency, SE has long attracted attention and has been widely studied in many species. Following the first report of SE in carrot (Steward *et al.*, 1958), initial studies focused on manipulation to induce somatic embryos in various other plant species, whereas in more recent years substantial efforts have been made to uncover the regulatory mechanisms of SE. Stress and/or hormones are known to be common induction factors that initiate somatic embryos (Fehér, 2015). Auxin and cytokinin have often been used for promoting somatic embryo formation, as well as heavy metal ions, and osmotic and dehydration stress (Jiménez, 2005; Zavattieri *et al.*, 2010). A number of genes have been studied in Arabidopsis, and in particular critical transcription factors (TFs) that regulate SE have been profiled and their functions investigated (Gliwicka *et al.*, 2013). Four main types of TFs that positively regulate SE in Arabidopsis have been considered in particular, namely *LEAFY COTYLEDON* (*LEC*) genes (including *LEC1*, *LEC2*, and *FUSCA3*, *FUS3*), *AGAMOUS-LIKE15* (*AGL15*), *BABY BOOM* (*BBM*), and *WUSCHEL RELATED HOMEOBOX* (*WOX*) (Guan *et al.*, 2016). In addition, a model for crosstalk among hormones, stress, and TFs for SE induction in Arabidopsis has been proposed (Germana and Lambardi, 2016), in which stress and exogenous hormones, two major SE inducers, trigger *de novo* synthesis and signaling of endogenous hormones, with subsequent activation of a TF-related regulatory network. To date, however, in-depth investigation of the post-transcriptional regulation of SE has been lacking.

miRNAs, which are endogenous single-strand non-coding RNAs of 20–24 nucleotides (nt) in length, are known to regulate gene expression at the post-transcriptional level through cleavage of mRNAs and/or translational repression of the corresponding target genes. miRNAs have been found to regulate a large number of biological processes in plants, including growth, development, metabolism, and abiotic and biotic stress responses (reviewed in Xie *et al.*, 2015; Li and Zhang, 2016). miRNAs involved in SE have been identified in different plants including both annuals and perennials, such as rice (Luo *et al.*, 2006; Chen *et al.*, 2011), maize (Chávez-Hernández *et al.*, 2015), cotton (Yang *et al.*, 2013), citrus (Wu *et al.*, 2015), longan (Lin and Lai, 2013), and larch (Zhang *et al.*, 2012). Among the SE-related miRNAs that have been identified, miR156 has been reported to be involved in the rice callus phase transition from the undifferentiated to the differentiated state (Luo *et al.*, 2006), and it is required for early zygotic embryogenesis (Nodine and Bartel, 2010; Willmann *et al.*, 2011). Because of its abundant accumulation specifically in embryonic calluses and throughout the SE induction process in citrus (Wu *et al.*, 2015), miR156 may have a role in mediating the regulation of SE.

miR156 is one of the most conserved miRNA families in plants, and it targets *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* (*SPL*) TF genes (Rhoades *et al.*, 2002). miR156-*SPL* modules have been reported to regulate multiple biological processes, including juvenile-to-adult phase transition, development of leaves, roots and fruit, fertility, stress responses, and secondary metabolism (Wu and Poethig, 2006; Wang *et al.*, 2009; Xing *et al.*, 2010; Gou *et al.*, 2011; Cui *et al.*, 2014; Rubio-Somoza *et al.*, 2014; Silva *et al.*, 2014; Yu *et al.*, 2015*a*, 2015*b*). The miR156-mediated regulation of phase change is conserved among angiosperms, with overexpression of miR156 extending the juvenile phase and delaying flowering, whereas inactivation of miR156 accelerates the transition (reviewed in Wang, 2014; Wang and Wang, 2015). Since it has high abundance in seedlings and gradually declines with the progression of development, miR156 has been proposed to be a common age marker for most plants, including the woody perennial poplar (Wang *et al.*, 2011; Wang, 2014). In addition to its well-documented functions in plant systems *in vivo*, miR156 has also been shown to act as an intrinsic regulator of *in vitro* shoot regeneration (Zhang *et al.*, 2015), a mode of regeneration that is different from SE. miR156 and *SPL* TFs have also been identified in fruit trees. Fifteen of the 27 *SPL* genes in apple and 10 of the 15 *SPL*s in citrus have been identified as putative targets of miR156 (Li *et al.*, 2013; Shalom *et al.*, 2015; Liu *et al.*, 2017). Ectopic expression of apple *Md-miR156h* in Arabidopsis causes an extended juvenile phase and abnormal fruit set (Sun *et al.*, 2013), whereas overexpression of citrus *CiSPL5* promotes flowering in Arabidopsis (Shalom *et al.*, 2015). However, miR156-mediated regulation of SE has rarely been reported in either annual or perennial plants, except for a recent report concerning the regulatory roles of GhmiR157a/GhSPL10 in initial cellular de-differentiation and callus proliferation in cotton (Wang *et al.*, 2018).

Citrus is one of the most widely cultivated fruit crops in the world. Biotechnology provides a promising approach for citrus genetic improvement (Guo *et al.*, 2007*a*, 2007*b*) and can circumvent the obstacles presented to conventional breeding, such as long juvenility, nucellar polyembryony, pollen and/or ovule sterility, and widespread incompatibility (Wang *et al.*, 2017). However, for the majority of citrus cultivars, the SE capability of embryogenic calluses always declines over long-term sub-culturing, limiting its efficiency as a means of regeneration. Therefore, maintenance and enhancement of SE capability is of great importance for citrus improvement. SE-related genes, proteins, and small RNAs have been profiled previously (Pan *et al.*, 2009; Ge *et al.*, 2012; Wu *et al.*, 2015), but little is understood about the regulatory pathways involved. In a previous study, we found that miR156 accumulated to abundant levels in the embryogenic callus of citrus and throughout the SE process, which suggested that it has a role in SE (Wu *et al.*, 2015). In the present study, we first isolated the full-length of csi-miR156a coding gene, *CsMIR156A*. Through overexpression of csi-miR156a and suppression of miR156-targeted *SPL*s in citrus calluses, we confirmed the hypothesis that miR156-*SPL*s regulate citrus SE. In miR156 overexpression callus lines, biological processes such as hormone signaling and stress responses were significantly enhanced. CsSPL14, one of the targets acting downstream of miR156 during SE, was found to interact with the SnRK1 catalytic subunit alpha-KIN10 (CsAKIN10). Our results confirm the regulatory roles of miR156-*SPL* modules in citrus SE, thus providing new insights into miRNA-mediated regulation of plant SE.

## Materials and methods

### Plant material

The embryogenic callus (EC) used for genetic transformation was derived from wild kumquat (*Fortunella hindsii*), a precocious citrus germplasm native to China. The EC was initially derived from the hypocotyl region of seedlings cultured on MT medium (Murashige and Tucker, 1969) in darkness at 25 °C and preserved by subculture over a 20-d interval in light conditions. However, after preservation for nearly 10 years, the wild-type EC had lost the majority of its SE capability.

In order to detect and compare the expression level of genes, ECs of another five genotypes were collected, namely ‘American’ sour orange (‘AS’, *Citrus aurantium*), ‘Valencia’ sweet orange (‘V’, *C. sinensis*), ‘Newhall’ navel orange (‘NH’, *C. sinensis*), ‘Anliu’ sweet orange (‘AL’, *C. sinensis*), and ‘Guoqing No.1’ Satsuma mandarin (‘G1’, *C. unshiu*). The five ECs were all initially induced from aborted seeds, and maintained different SE capabilities after long-term preservation: AS and V maintained high SE competence, followed by NH and AL with weaker SE capability, whilst the EC of G1 was recalcitrant in forming somatic embryos.

For DNA extraction and gene amplification, leaves were collected from four genotypes representative of the different SE capacities, namely ‘V’, ‘NH’, ‘G1’, and wild kumquat, from adult trees grown at the Institute of Citrus Science, Huazhong Agricultural University.

### Gene cloning and sequence analysis

Total RNA was extracted from calluses using Trizol reagent as described previously (Liu *et al.*, 2006). According to the precursor sequence of miR156a reported in previous study (Liu *et al.*, 2017), the full-length miR156a coding gene was obtained by 5′- and 3′-rapid amplification of cDNA ends (RACE) according to the manufacturer’s protocols (Invitrogen, USA) using the primers listed in Supplementary Table S1 at *JXB* online. The PCR products were inserted into the pTOPO-TA vector and sequenced. Full-length sequences were amplified from genomic DNA of leaves from all six cultivars described above. Genomic DNA was extracted as described previously (Cheng *et al.*, 2003). Sequence alignment was performed using ClustalX (Thompson *et al.*, 2002) and GeneDoc (Nicholas *et al.*, 1997). According to the nomenclature reported previously (Liu *et al.*, 2017), protein sequences of CsSPL3 and CsSPL14 were retrieved from the sweet orange genome database (http://citrus.hzau.edu.cn/orange/download/data.php). Protein sequences of the 10 Arabidopsis SPLs targeted by miR156 (Xing *et al.*, 2010) were downloaded from TAIR (http://www.arabidopsis.org/), namely AT5G43270 (AtSPL2), AT2G33810 (AtSPL3), AT1G53160 (AtSPL4), AT3G15270 (AtSPL5), AT1G69170 (AtSPL6), AT2G42200 (AtSPL9), AT1G27370 (AtSPL10), AT1G27360 (AtSPL11), AT5G50570 (AtSPL13), and AT3G57920 (AtSPL15). In addition, sequences of 11 miR156-targetd rice SPLs (Xie *et al.*, 2006) were downloaded from http://www.ricedata.cn/gene/ with the following accession numbers: LOC_Os01g69830 (OsSPL2), LOC_Os02g04680 (OsSPL3), LOC_Os02g07780 (OsSPL4), LOC_Os04g46580 (OsSPL7), LOC_Os06g45310 (OsSPL11), LOC_Os06g49010 (OsSPL12), LOC_Os07g32170 (OsSPL13), LOC_Os08g39890 (OsSPL14), LOC_Os08g41940 (OsSPL16), LOC_Os09g31438 (OsSPL17), and LOC_Os09g33944 (OsSPL18). A phylogenetic tree was generated by MEGA6 using the neighbor-joining method (Tamura *et al.*, 2013).

### Plasmid construction and callus transformation

The plasmid pCAMBIA13011 containing the miR156 precursor MIR156a overexpression construct was generated previously (Liu *et al.*, 2017). Briefly, a 187-bp fragment of the csi-miR156 precursor was amplified by PCR and cloned into plasmid pCAMBIA13011, a derivative of pCAMBIA1301 carrying the 35S promoter and the RBS terminator, which was kindly provided by Dr Hongwu Bian of Zhejiang University. For the construction of RNAi vectors, gene-specific fragments in the 3′-untranslated region of *CsSPL3* and *CsSPL14* were amplified from wild kumquat, and cloned into the pHGRV plasmid. The inserted genes were all driven by the CaMV *35S* promoter, and transformed into a long-term preserved callus of wild kumquat. The primers used for vector constructions are listed in Supplementary Table S1. Callus transformation was performed according to Duan *et al.* (2007). The independent transformed callus lines were recovered from tiny pieces of antibiotic-resistant callus, as described previously (Cao *et al.*, 2012). The wild-type and transgenic calluses were preserved by periodical sub-culturing on MT medium at 20-d intervals.

### GUS staining and transmission electronic microscopy analysis

GUS staining assay was conducted as described previously (Huang *et al.*, 2017). Calluses were submerged in X-Gluc solution, vacuumed, and incubated at 37 °C, then destained in 70% ethanol until the negative control callus turned white. The calluses were photographed under a stereoscopic microscope (Leica, Germany).

Transmission electronic microscope (TEM) analysis of callus was carried out according to Cao *et al.* (2012). After a new round of 20-d subculture, the fresh callus samples were collected and fixed in 2.5% glutaraldehyde, and then transferred into 0.1 M phosphate buffer with 2% OsO_4_. After dehydration, the calluses were embedded in epoxy resin and SPI-812. Ultrathin sections were obtained using an ultramicrotome (UC61, Leica) and then stained with uranyl acetate and lead citrate. Images were photographed using a HITACHI H-7650 TEM.

### Induction of somatic embryos and comparisons of SE capability

To obtain homogenized callus cells, callus cultures were transferred into liquid MT medium with 0.5 g l^–1^ malt extract and 1.5 g l^–1^ glutamine and placed on a shaker at 120 rpm for 2 weeks. To induce somatic embryos, calluses were then transferred into MT solid medium supplemented with 2% glycerol instead of sucrose. When somatic embryos were visible, samples of 0.3–0.5 g fresh callus were collected and the visible embryos were counted under a stereoscopic microscope. Three bottles of culture formed the bio-replicates, whilst three counts were conducted for each bottle as the technical replicates. The SE capability was calculated as the number of somatic embryos formed per gram of fresh callus.

### Comparison of gene expression levels

Both wild-type and the transformed calluses of wild kumquat were collected at 0, 20, 40 and 60 d after induction (DAI) of somatic embryos, and snap-frozen in liquid nitrogen, and stored at –80°C. Total RNA from the calluses was extracted using RNAiso Plus (Takara, Dalian, China) according to the manufacturer’s instructions, followed by quality evaluation using Bioanalyzer 2100 (Agilent, Germany).

To compare gene expression profiles, duplicate biological replicates of the csi-miR156a-overexpressed (OE) lines and the wild-type (WT) were used. Specifically, two independent csi-miR156a OE lines, OE-L13 and OE-L22, were selected and considered as two biological replicates. At 40 DAI, the color of transgenic calluses became dark yellow, whereas the WT callus was still light yellow, similar to that of calluses without induction. In addition, somatic embryos had emerged at 60 DAI in the OE lines, and hence RNA-seq libraries were constructed for the OE lines and the WT at 40 and 60 DAI (i.e. at the pre-SE and the SE stage, respectively), using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) according to the manufacturer’s instructions. The libraries were clustered on a cBot Cluster Generation System using the TruSeq SR Cluster Kit v3-cBot-HS (Illumina), and subsequently sequenced on an Illumina Hiseq 2000 platform (Novogene, Beijing) to generate 125-bp pair-end reads. After the removal of low-quality reads and contaminants, the adaptors were trimmed and the clean and high-quality reads were mapped to the genome of clementine (version10.0, https://www.citrusgenomedb.org/) using HISAT2 with two mismatches allowed. The aligned reads were then assembled using StringTie (Pertea *et al.*, 2016). The correlations between the two biological replicates were measured using the cor function in R (www.r-project.org) using transcript abundance calculated as fragments per kilobase of exon per million fragments mapped (FPKM). Raw read counts of each gene were calculated by HTSeq (Anders *et al.*, 2015), followed by identification of differentially expressed genes (DEGs) using edgeR (Robinson *et al.*, 2010), with log_2_-fold change ≥1.0 and false discovery rate (FDR) <0.001. The DEGs were aligned to the Arabidopsis protein database using blastx with *E*-value ≤10^–5^ to obtain the corresponding TAIR10 protein ID. Gene ontology (GO) functional annotations were conducted using agriGO tools (Du *et al.*, 2010), with FDR <0.05 as the cut-off to identify over-represented biological processes. The RNA-seq data was submitted to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE98687.

For quantitative RT-PCR (qRT-PCR) of mRNA, RNA was reverse-transcribed into cDNA using the primeScript RT reagent Kit with gDNA eraser (Takara, Dalian, China), with *CsUBL5* as the internal control (Liu *et al.*, 2013). The primers for *CsSPL* genes have been listed in a previous study (Liu *et al.*, 2017). Stem-loop qRT-PCR for mature miRNA was conducted as described previously (Varkonyi-Gasic *et al.*, 2007), using primers listed in a previous study (Wu *et al.*, 2011), with U6 as the endogenous reference (Kou *et al.*, 2012). The qRT-PCR was conducted on an ABI Prism 7900HT (Applied Biosystems) using the SYBR Green system, with no less than two independent biological replicates, each comprising three technical replicates.

### Subcellular localization and transactivation activity assay of CsSPLs

The coding sequence regions of *CsSPL3* and *CsSPL14* were amplified and inserted into the pM999-35S vector to generate the *35S::CsSPLs-GFP* fusion constructs, whilst the full-length sequence of the interacting protein CsAKIN10 was cloned into the p2GWY7 vector to produce the *35S::CsAKIN10-YFP* (yellow fluorescent protein) fusion construct. The nuclear localization of rice OsGhd7 (Grain number, plant height, heading date-7) fused with CFP (cyan fluorescent protein) was used as a positive nucleus marker to generate the *35S::*OsGhd7-CFP construct (Xue *et al.*, 2008; Fang *et al.*, 2014). Arabidopsis protoplasts were prepared, followed by co-transformation of fusion constructs of targets and markers, as described by Wu *et al.* (2009a). The transformed protoplasts were visualized using a confocal laser-scanning microscope (Leica TCS SP8, Germany).

In the transactivation assay, the ORFs of CsSPL3 and CsSPL14 were cloned into the pGBKT7 vector and transformed separately into yeast strain Y187 (Clontech). The empty vector pGBKT7 was used as the negative control. All the transformants were cultured on selective synthetic drop-out (SD) media of SD/–Trp, SD/–Trp/–His, and SD/–Trp/–Ade. For detection of the transactivation region in CsSPL14, a series of CsSPL14 deletions were inserted into pGBKT7 and transformed into yeast Y187 strain, and the transformants were cultured on the same selective media as noted above.

### Yeast two-hybrid screening and bimolecular fluorescence complementation (BiFC) assays

For the yeast two-hybrid (Y2H) assays, the full-length CsSPL3 and the fragment of CsSPL14 containing the SBP domain without the transactivation region were inserted into pGBKT7 to generate pBD-*SPL3*/*SPL14*. These were used as baits to screen the cDNA library to identify proteins that interacted with CsSPL3 and CsSPL14, respectively. The potential interacting proteins were amplified and inserted into the pGADT7 vector. They were then co-transformed with pBD-*SPL*s into AH109 (Clontech) and selected on SD/–Trp/–Leu. The interactions were evaluated on SD/–Trp/–Leu/–His/–Ade with X-α-galactosidase.

For BiFC analysis, PCR-amplified *CsSPL14* and the gene encoding the CsSPL14-interacting protein were inserted into pCL112 and pCL113 vectors, which carried the split N-terminal and C-terminal of YFP, respectively. *Agrobacterium tumefaciens* GV3101 carrying the experimental combinations of constructs were co-infiltrated into *Nicotiana benthamiana* leaves with a final OD_600_=0.8. The fluorescent signal was detected in the infiltrated sections of leaves 3 d after infiltration, using an Olympus FLUOVIEW FV1000 confocal microscope (Olympus, Japan).

### Statistical analysis

Data from at least two biological and three technical replicates were used for statistical analysis. Significance was determined by pairwise comparisons using *t*-tests, or multiple comparisons using the SAS software.

## Results

### Overexpression of csi-miR156a enhanced the SE capability of citrus callus

The full-length *CsMIR156A* transcript and the corresponding DNA sequence were both 787 bp, with no intron present (GeneBank No. MF069254). The transcription start site was located 525 bp upstream of the mature csi-miR156a. As shown in Supplementary Fig. S1, the precursors of csi-miR156a (MIR156a) were conserved among varieties, being defined as the sequence of ~200 nt comprising the 100 nt upstream and the 100 nt downstream of the mature miR156a. Given that SE capability in most of citrus genotypes gradually declines during long-term subculture, we first investigated the expression profiles of miR156 and its target *SPL*s in short- (<1 year) and long-term (nearly 10 years) preserved wild kumquat calluses, using qRT-PCR. The results showed that miR156 possessed significantly higher expression in short-term preserved calluses than that in the long-term ones, whereas five *CsSPL*s (*CsSPL*2/4/7/8/14) exhibited the opposite expression pattern (see Supplementary Fig. S2). Taken together with previous evidence also showing that csi-miR156a accumulated at higher levels in embryonic than in non-embryonic calluses (Wu *et al.*, 2015), the results suggested that miR156 may modulate SE capability.

To validate the effect of csi-miR156a on citrus SE, *MIR156a* was overexpressed in calluses of wild kumquat driven by the *35S* promoter. Ten overexpressed (OE) callus lines and four control lines transformed with the empty vector (EV) were generated after screening by GUS staining and PCR amplification of the *Gus* and *HptⅡ* genes (see Supplementary Fig. S3). Four of the OE lines showed significantly higher expression levels of the precursor and the mature csi-miR156a than the WT and EV (Fig. 1A–C). At 60 DAI, globular embryos could be observed in the OE lines, whereas no obvious embryos formed in the control lines (Fig. 1D). The SE capability of the OE lines was significantly greater than the control lines, as compared by counting the number of embryos at 80 DAI (Fig. 1E). The ultrastructural observations showed that much bigger and more abundant amyloplasts accumulated in the embryonic cells of OE lines than in the control lines (Fig. 1F). Taken together, the results suggested that csi-miR156a enhanced the SE capability of citrus.

**Fig. 1.**
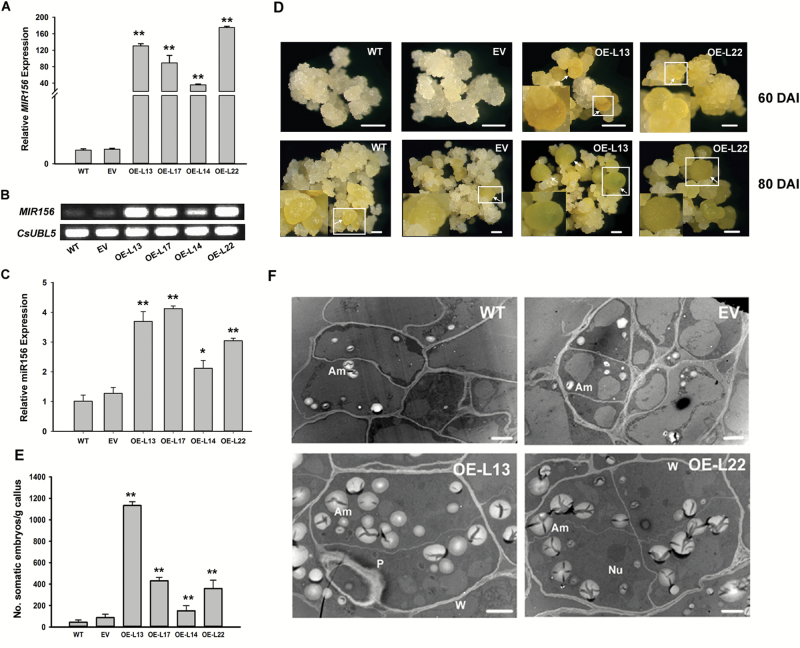
Overexpression of csi-miR156a enhances somatic embryogenesis (SE) capability in citrus *Fortunella hindsii*. (A, B) Relative expression of MIR156a (csi-miR156a precursor) in wild-type (WT), empty vector (EV), and overexpressed (OE) callus lines without SE induction, detected by qRT-PCR (A) and semi-qRT-PCR (B). *CsUBL5* was used as the endogenous control. (C) Relative expression of mature csi-miR156a in WT, EV, and OE lines detected by qRT-PCR. U6 was used as the internal control. (D) SE of WT, EV, and OE lines at 60 d and 80 d after induction (DAI). Calluses were induced on glycerol-containing medium, and sub-cultured at 20-d intervals. Somatic embryos formed at 60 DAI in the OE lines, whereas they did not form until 80 DAI in the WT and EV. Arrows indicate somatic embryos, and boxed regions are enlarged in the bottom corner of the figures to show the somatic embryos in close-up. Scale bars =1 mm. (E) Evaluation of SE capability in the WT, EV, and OE lines at 80 DAI. SE capability was measured as the number of somatic embryos formed per gram of fresh callus. Error bars represent standard deviation of three biological replicates. Statistically significant differences compared with the WT were determined by *t*-tests: *P<0.05; **P<0.01. (F) Cellular ultrastructure of the WT, EV, and OE lines. Am, amyloplast; Nu, nucleus; P, plastid; W, cell wall. Scale bars = 2 µm.

### Expression of *CsSPL3* and *CsSPL14* was highly correlated with citrus SE competence

Out of the nine potential target *CsSPL* genes predicted by Liu *et al.* (2017), five were significantly down-regulated in all the miR156 OE callus lines relative to both the WT and EV, namely *CsSPL3* (*Cs1g07620*), *CsSPL5* (*Cs2g23550*), *CsSPL6* (*Cs5g12260*), *CsSPL13* (*orange 1.1t02265*), and *CsSPL14* (*orange 1.1t02597*); the other four showed inconsistently different expression profiles among the tested OE lines as compared with the WT and EV (Fig. 2). However, expression of most of the *CsSPL*s in the EV was either significantly up- or down-regulated relative to the WT, with only *CsSPL6* showing no change. In addition, the expression levels of *CsSPL3* and *CsSPL14* were highly correlated with the SE competence of the different citrus varieties. *CsSPL3* was significantly less abundant in calluses of the four SE-capable cultivars (AL, NH, V, and AS) than in the one with weak SE capability (WK) and the recalcitrant G1, except that the expression difference between V and G1 was insignificant. *CsSPL14* showed a similar expression pattern to *CsSPL3* except for relatively high abundance in AS, which resulted in an insignificant difference between G1 and AS (see Supplementary Fig. S4). These exceptions might be partially explained by the differing genetic backgrounds among these genotypes. On the basis of these results, we speculated that miR156-mediated regulation of SE induction in citrus callus was mainly through *CsSPL3* and *CsSPL14*.

**Fig. 2.**
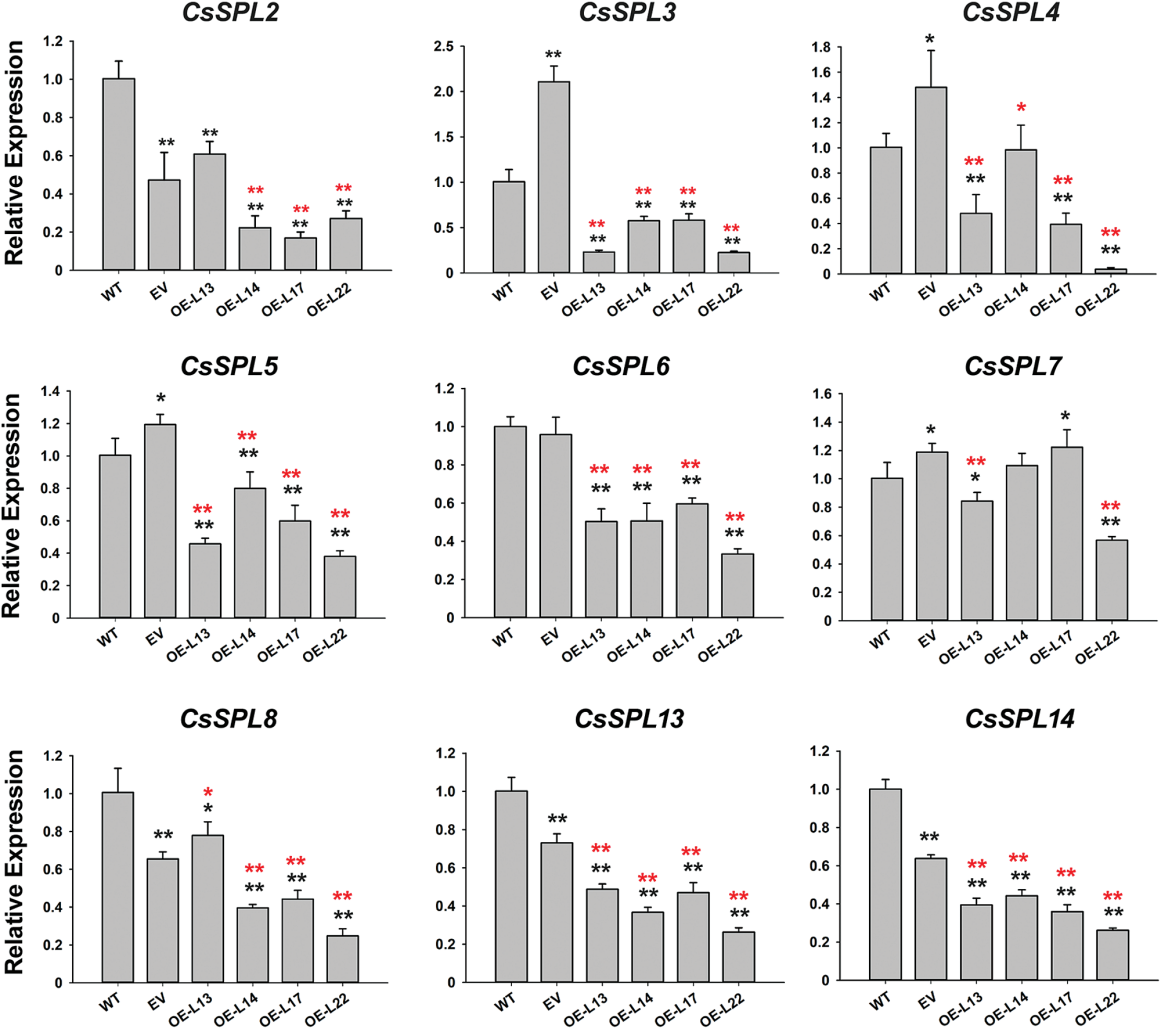
Transcript levels of csi-miR156a-targeted *CsSPL*s in citrus *Fortunella hindsii* detected by qRT-PCR. Relative expression of *CsSPL*s in wild-type (WT) and transgenic callus lines without SE induction. Nine *CsSPL*s were predicted as potential targets of csi-miR156a, of which five were down-regulated in csi-miR156a-overexpressed callus lines. EV, empty vector; OE-L13, OE-L14, OE-L17, and OE-L22 are the four selected overexpression lines. *CsUBL5* was used as the endogenous control. Error bars represent standard deviations of three biological replicates. Statistically significant differences were determined by *t*-tests: *P<0.05, **P<0.01. Black asterisks indicate comparisons with the WT, red asterisks indicate comparisons with the EV.

A phylogenetic tree was constructed using the predicted miR156-targeted SPL protein sequences from Arabidopsis and rice. The phylogenetic relationship showed that CsSPL3 was clustered with OsSPL13 belonging to the SPL3 clade (represented by AtSPL3), whereas CsSPL14 was grouped with AtSPL13 (see Supplementary Fig. S5A). In the Arabidopsis transient protoplast transformation system, CsSPL3 and CsSPL14 fused with GFP both localized to the nucleus, and overlapped with the nucleus-localized marker, i.e. OsGhd7-CFP fusion proteins (Supplementary Fig. S5B), confirming their putative roles as transcription factors. In the yeast system, CsSPL3 and CsSPL14 were individually fused with the GAL4 DNA-binding domain in the vector pGBKT7. Yeast cells transformed with pGBKT7-CsSPL14 showed strong growth in the selective media that lacked adenine and histidine, whereas those transformed with pGBKT7-CsSPL3 and the empty vector failed to survive (Supplementary Fig. S5C), confirming the transactivation activity of CsSPL14 but not that of CsSPL3.

### Individual suppression of *CsSPL3* and *CsSPL14* promoted SE initiation from citrus callus

To test whether *CsSPL*s were involved in citrus SE, *CsSPL3* and *CsSPL14* were knocked-down individually by RNAi in wild kumquat calluses, resulting in independent transformed lines (see Supplementary Fig. S6). qRT-PCR analysis of the calluses without SE induction (cultured in MT medium) showed that *CsSPL3* expression decreased by 40–80% in all four lines, whilst *CsSPL14* decreased by 50–80% compared to the WT (Fig. 3 A, B). Interestingly, *CsSPL3* dramatically decreased in the *CsSPL14* RNAi lines, whereas *CsSPL14* had no significant expression change in the *CsSPL3* RNAi lines (Supplementary Fig. S7). Examination of the other seven *SPL*s in the *CsSPL3* and *CsSPL14* RNAi lines indicated that the accumulation of several *SPL*s had been changed (Supplementary Fig. S7). For example, *CsSPL6* was significantly down-regulated in both the *CsSPL3* RNAi lines, while *CsSPL2* and *CsSPL5* were up-regulated in SPL3Ri-28 and SPL14Ri-72, respectively. Only *CsSPL8* and *CsSPL13* showed insignificant differences between all the RNAi lines and WT (Supplementary Fig. S7).

**Fig. 3.**
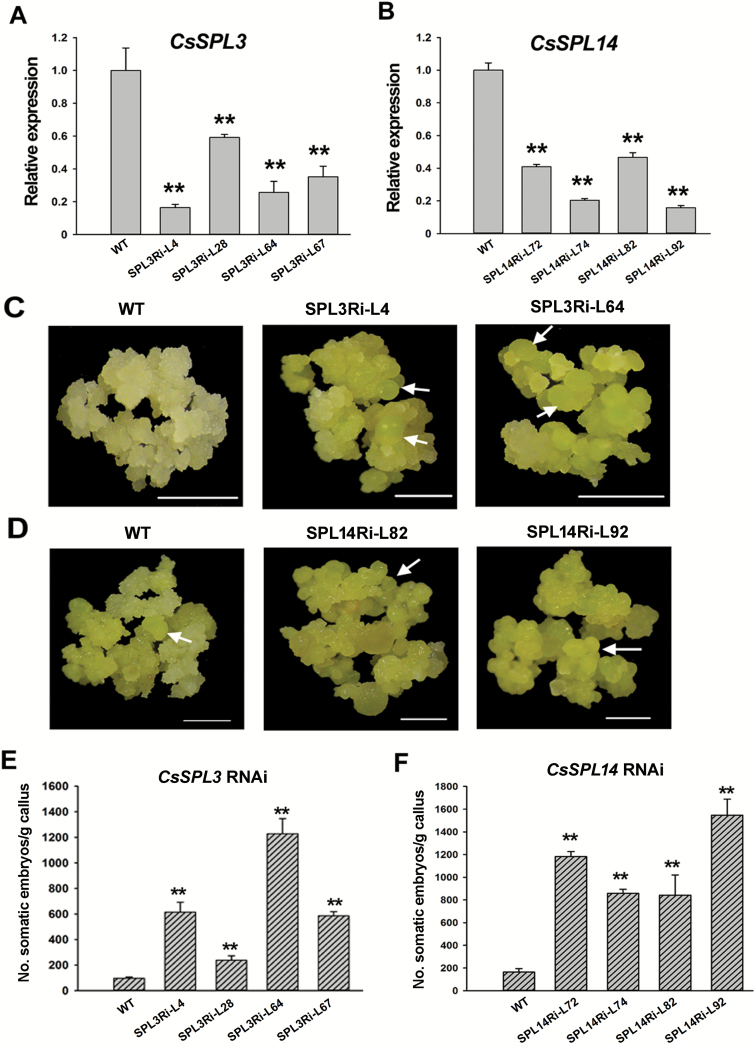
RNAi suppression of *CsSPL3* and *CsSPL14* enhances somatic embryogenesis (SE) capability in citrus *Fortunella hindsii*. (A, B) Transcript abundance of *CsSPL3* (A) and *CsSPL14* (B) in wild-type (WT) and transgenic callus lines. SPL3Ri-L4, SPL3Ri-L28, SPL3Ri-L64, and SPL3Ri-L67 are *CsSPL3* RNAi callus lines, while SPL14Ri-L72, SPL14Ri-L74, SPL14Ri-L82, and SPL14Ri-L92 are *CsSPL14* RNAi callus lines. *CsUBL5* was use as the endogenous reference gene. (C, D) SE of the WT compared with the *CsSPL3* (C) and the *CsSPL14* (D) RNAi lines at 80 d after induction (DAI), when the somatic embryos formed in the RNAi lines. Arrows indicate somatic embryos. Scale bars = 1mm. (E, F) Evaluation of SE capability in the WT and RNAi lines *CsSPL3* (E) and *CsSPL14* (F) at 100 DAI. Error bars represent standard deviation of three biological replicates. SE capability was measured as the number of somatic embryos formed per gram of fresh callus. Statistically significant differences compared with the WT were determined by *t*-tests (**P<0.01).

At 80 DAI, somatic embryos were observed in both the *CsSPL3* and *CsSPL14* knock-down lines, whereas the controls rarely produce embryos (Fig. 3 C, D). At 100 DAI, the embryos in the RNAi lines were obviously bigger than the WT (see Supplementary Fig. S8). The number of embryos formed in the knock-down callus lines was significantly higher than the controls, proving that individual suppression of *CsSPL3* and *CsSPL14* also enhanced the SE capability of citrus callus (Fig. 3 E, F). These results showed that the expression levels of *CsSPL3* and *CsSPL14* were negatively correlative to SE initiation in citrus.

### Genome-wide identification of csi-miR156a-responsive genes during SE initiation

To explore the downstream pathway of miR156-*SPL*-mediated regulation of SE capability, RNA-seq comparisons were conducted between two of the miR156-OE lines and the WT lines at 40 and 60 DAI, immediately before and after substantial embryo formation in the OE lines. 

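RNA was sequenced from calluses of wild kumquat (Fortunella hindsii), a small citrus relative, in 4 groups of 2 samples: the csi-miR156a-overexpressed (OE) lines and the wild-type (WT), each at 40 and 60 DAI. The 2 OE replicates were independent transgenic lines, so the spread between them holds any difference between lines. The authors aligned the reads to the clementine genome with HISAT2, assembled transcripts with StringTie, counted reads per gene with HTSeq and computed FPKM (fragments scaled to transcript length and library size) per transcript. The deposited counts cover 27793 genes and the deposited FPKM values 59710 transcripts, of which 25781 were assembled from the reads and 33929 came from the clementine annotation. Between 10170133 and 12477399 reads per sample were counted on genes. The OE samples at 40 DAI had 10759874 and 11535820 counts, and those at 60 DAI had 11645257 and 12354352. The WT samples had 10699297 and 10170133 counts at 40 DAI, and 11846573 and 12477399 at 60 DAI. Starting from the counts, genes with low counts were removed, which left 17420 genes, the samples were normalized with the TMM method, and edgeR's quasi-likelihood test was fitted to all 8 samples. DEGs were called with the paper's thresholds, an FDR under 0.001 and an absolute log2 fold change of at least 1. With 2 samples per group the spread of each gene is estimated with little information, and the choice of test changed the number of DEGs more than the normalization did.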

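The deposited count files also tally the reads that were not counted on a gene. Of all reads tallied, between 93.7% and 94.1% per sample were aligned, with a median of 94.0%. The tally includes alignments that were not unique, whereas the paper's value is a share of clean reads, so the measures are unlike. With the alignments that were not unique left out of both the aligned reads and the tally, the median was 93.6%. This alternative was chosen after seeing the data. The alignments that were not unique made up a median of 7.26% of the tally. Reads counted on genes made up 72.4% to 75.1% of the tally. Reads that fell on more than 1 gene and were left out as ambiguous made up 3.62% and 4.07% in the OE lines at 40 DAI, and 2.27% and 2.28% in the WT. At 60 DAI they made up 2.93% and 3.25% in the OE lines, and 2.19% and 2.13% in the WT.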

After filtering, nearly 90% of the clean reads in each sample were aligned to the reference clementine genome (see Supplementary Table S2). The correlation coefficients between replicate pairs were never less than 0.936, with a maximum of 0.979 (Supplementary Table S3). 

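The Pearson correlation of FPKM between the 2 replicates, over all 59710 transcripts, was 0.936 for the OE lines at 40 DAI, 0.949 for the OE lines at 60 DAI, 0.979 for the WT at 40 DAI and 0.974 for the WT at 60 DAI. These correlations are across transcripts, which are not independent replicates. The OE value at 40 DAI moved most when the 10 transcripts with the highest mean FPKM were left out, to 0.789, whereas the WT value at 40 DAI was then 0.972. On counts per gene the correlation was 0.854 for the OE lines and 0.997 for the WT at 40 DAI. All 4 replicate pairs differed by more than the sampling noise of the counts, which covers counting error alone and which separately grown samples commonly exceed, with a chi-square per degree of freedom of 58.9 and 17.9 in the OE lines at 40 and 60 DAI, and of 2.62 and 3.13 in the WT. The biological coefficient of variation, the spread between replicates beyond counting noise as edgeR estimates it, was 0.312 and 0.215 in the OE lines at 40 and 60 DAI, and 0.0496 and 0.0508 in the WT.

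**Figure D1:**
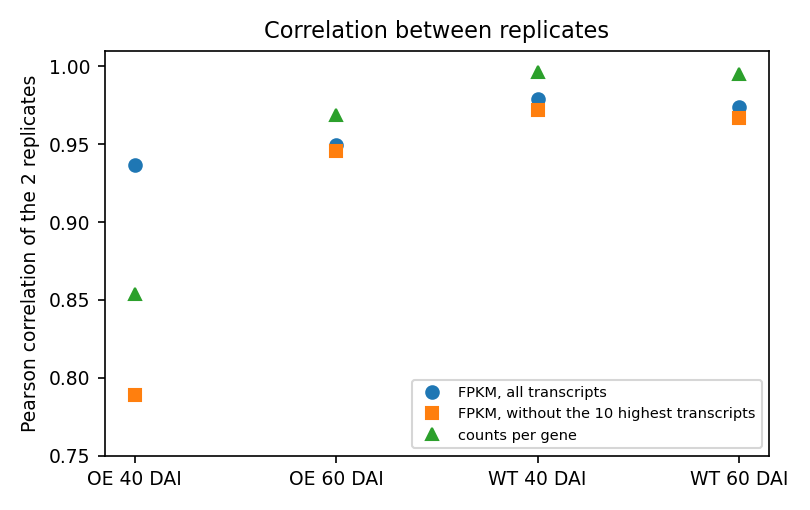
Pearson correlation of the 2 replicates of each group, for FPKM of all transcripts, FPKM without the 10 highest transcripts, and counts per gene. The y axis does not start at 0, and the lowest point, 0.789, is the OE pair at 40 DAI without the 10 highest transcripts.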

A total of 3021 (1801 up, 1219 down) and 1452 (1040 up, 412 down) DEGs were identified at 40 and 60 DAI, respectively, in the OE lines as compared with the control. 

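With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1194 DEGs (656 up, 538 down) were called at 40 DAI and 170 DEGs (137 up, 33 down) at 60 DAI, among 17420 genes tested. At the same thresholds, the choice of edgeR test moved these numbers most among the fits to all 8 samples. With edgeR's likelihood ratio test, 3209 DEGs (1863 up, 1346 down) were called at 40 DAI and 1562 DEGs (1071 up, 491 down) at 60 DAI. With only the 4 samples of the stage in the quasi-likelihood fit, 0 DEGs were called at 40 DAI, where 8265 genes had an unadjusted p under 0.05, and 142 at 60 DAI. With the replicate number from the labels as a block, 1059 DEGs were called at 40 DAI and 140 at 60 DAI. The labels number the replicates within each group but do not pair OE with WT samples. The same-numbered OE and WT samples did not deviate together (correlation across genes of -0.026 at 40 DAI and 0.028 at 60 DAI). More genes were up than down at both stages on the counts normalized with TMM. In 3 alternatives chosen after seeing the data the order at 40 DAI was the opposite: 473 genes were up and 1019 down with edgeR on library totals without TMM factors, and with limma on the authors' FPKM summed per gene 347 were up and 841 down at a pseudocount of 1, and 330 up and 828 down at 0.1.

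The files pair 23501 of the 27793 gene IDs with a clementine locus, but none with gene names. The largest changes were in genes without a read, or with hardly any, in one genotype, so their fold changes depend on the small count that edgeR adds. MSTRG.20574 lies on scaffold 9 of the clementine genome from 5013970 to 5014284. At 40 DAI it had 67.5 ± 39.0 normalized CPM (counts scaled to library size, SD, n = 2) in the OE lines and 0.0446 ± 0.0631 (SD, n = 2) in the WT. Its log2 fold change was 10.23 (adjusted p = 0.000481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fold change divided by the square root of the test's F statistic gave an approximate standard error of 0.85. With a replicate left out the fold change ranged from 9.39 to 12.57, so 0.85 understates the uncertainty from a WT value near 0. At 60 DAI MSTRG.20574 was not called (log2 fold change 8.26, adjusted p = 0.00925 from the same edgeR test). MSTRG.19035 is a locus on scaffold 8 from 13301994 to 13303212 that has no clementine gene. At 40 DAI it had 25.0 ± 7.07 normalized CPM (SD, n = 2) in the OE lines and 0.0446 ± 0.0631 (SD, n = 2) in the WT. At 60 DAI it had 21.4 ± 2.90 normalized CPM (SD, n = 2) in the OE lines and 0 in the WT. Its log2 fold change was 8.79 at 40 DAI and 10.94 at 60 DAI (adjusted p = 0.000238 and 0.000651 from the same edgeR test). MSTRG.2230, on scaffold 10 from 296707 to 301362 and also without a clementine gene, had 0 counts in the OE samples at both stages. It had 49.9 ± 0.45 normalized CPM (SD, n = 2) in the WT at 40 DAI and 56.2 ± 1.70 (SD, n = 2) at 60 DAI. MSTRG.9473, on scaffold 4 from 2954061 to 2955922, had 0 counts in the OE samples and 22.2 ± 0.916 normalized CPM (SD, n = 2) in the WT at 40 DAI. The latter 3 genes were called at both stages.

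**Figure D2:**
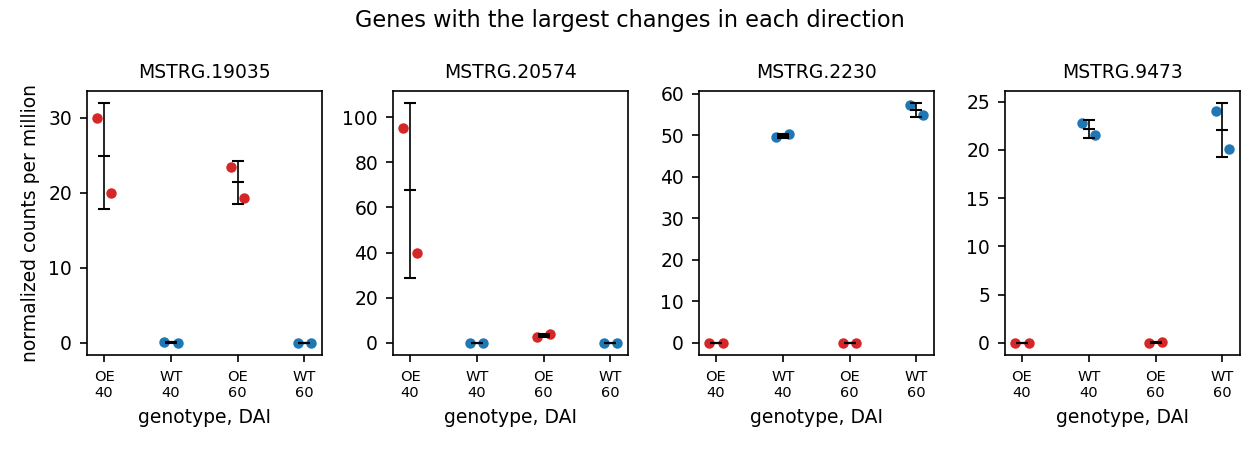
Normalized CPM of 4 genes in each sample (points), with the mean and SD of each group of 2 (bars), by genotype and DAI. MSTRG.19035 and MSTRG.20574 are near 0 in the WT, and MSTRG.2230 and MSTRG.9473 are near 0 in the OE lines.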

For the two stages, the majority of DEGs overlapped (1185, 852 up, 333 down) (Fig. 4A). Moreover, 224 DEGs were annotated as transcription factors, and among the up-regulated genes the five most frequently represented families were ERF, WRKY, bHLH, NAC, and bZIP, while among the down-regulated genes they were NAC, B3, MYB, HD-ZIP, and MADS (Fig. 4B). 

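Of the DEGs called with edgeR's quasi-likelihood test, 158 (126 up, 32 down) were called in the same direction at both stages. They made up 92.9% of the DEGs at 60 DAI and 13.2% of those at 40 DAI. With the likelihood ratio test, 1268 DEGs (876 up, 392 down) were shared. A total of 1036 genes were called only at 40 DAI, and 1026 of them had a log2 fold change of the same sign at 60 DAI, of at least 1 in size for 428. Only 12 genes were called at 60 DAI alone. Over the 17420 tested genes, the log2 fold changes at the 2 stages had a correlation of 0.833 across genes, which are not independent replicates, and a slope of 60 DAI on 40 DAI of 0.68.

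**Figure D3:**
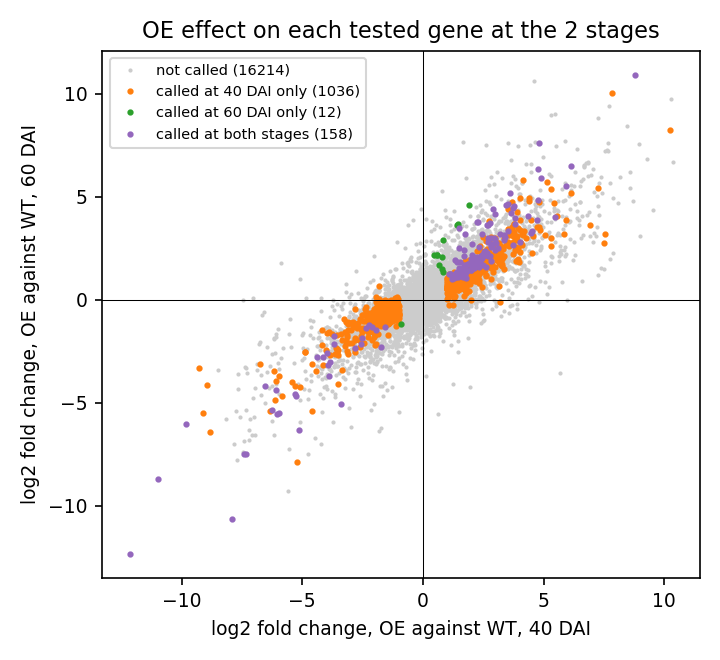
Log2 fold change of each tested gene in the OE lines against the WT at 40 DAI (x axis) and 60 DAI (y axis), coloured by the stage at which it was called. Nearly all of the 1036 genes called only at 40 DAI lie on the same side of 0 at 60 DAI.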

According to the GO enrichment analysis, 435 and 338 biological processes were significantly enriched among genes up-regulated in the OE lines at 40 and 60 DAI, respectively (Supplementary Table S4). In particular, response to stress was found to be over-represented at both stages, especially responses to osmotic and oxidative stress (Fig. 4C); also over-represented were the response to starvation, the MAPKKK cascade, and the signaling pathways related to hormones, including jasmonic acid, ethylene, and gibberellic acid (Fig. 4C, Supplementary Table S4). Among the down-regulated genes in the OE lines, 348 and 48 biological processes were enriched at 40 and 60 DAI, respectively (Supplementary Table S4). Epigenetic-related processes, i.e. DNA methylation and DNA replication, were enriched at both stages; cell cycle processes, especially cell division, were over-represented at 40 but not 60 DAI (Fig. 4C).

**Fig. 4.**
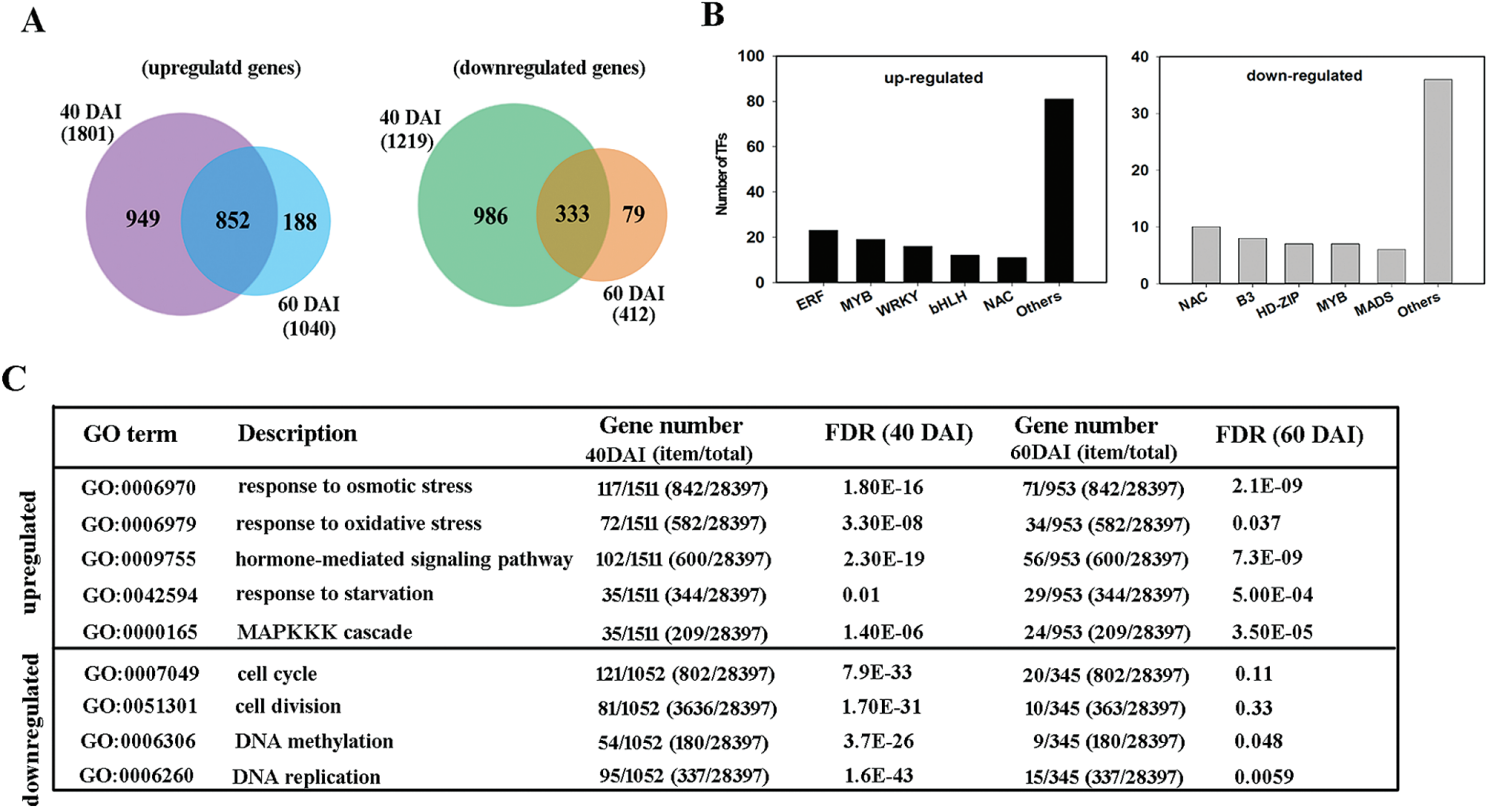
Identification of genes responsive to overexpression of csi-miR156a during somatic embryogenesis (SE) in citrus *Fortunella hindsii*. RNA-seq was conducted using calluses of the csi-miR156 overexpression line and the wild-type (WT) at 40 and 60 d after induction (DAI), the stages prior to and at the presence of somatic embryos, respectively. The WT was used as the control. (A) Overlapping differentially expressed genes (DEGs) between 40 and 60 DAI. The numbers in parentheses indicate the total DEGs at each stage. (B) Number of transcription factors (TFs) identified among up- and down-regulated genes in the RNA-seq data. (C) Selected significantly enriched GO terms for biological process. The up- and down-regulated genes were analysed for over-represented GO terms at the two stages. ‘item/total’, the number of genes enriched in the selected GO term/the total number of genes in all GO terms. Numbers in parentheses indicate the background counterparts. FDR, false discovery rate.

Specifically, some well-known SE-related genes, such as *LEA* (*late embryogenesis abundant*) and *FUS3* (*FUSCA3*, a B3 domain transcription factor gene) with higher accumulation during the citrus SE process (Ge *et al.*, 2012), were up-regulated in the miR156-OE callus lines at both stages. Similarly, a zinc-finger CCCH domain-containing protein gene (*ZFP*) and a peroxidase gene (*POD*) were also significantly up-regulated in the miR156-OE lines, indicating that both the genes were involved in the regulatory pathway mediated by the miR156-*SPL* modules. We further investigated the expression of *LEA*, *FUS3*, *ZFP*, and *POD* in the miR156a OE and *CsSPL* RNAi lines during SE initiation by qRT-PCR (Fig. 5). Cs*FUS3* and *CsLEA6* were significantly up-regulated throughout the SE induction process (from 20 to 60 DAI) in both the miR156-OE and individual *CsSPL3* and *CsSPL14* RNAi lines. Increased transcript abundance of *CsPOD* was detected throughout the SE induction process (from 20 to 60 DAI) in both the miR156a OE and *CsSPL*14 RNAi lines, but only at 20 DAI in the *CsSPL*3 RNAi lines. *CsZFP* showed higher accumulation in all transgenic lines at 20 DAI and in miR156-OE lines at both 40 and 60 DAI compared with the WT, as well as in the *CsSPL*3 RNAi lines at 40 DAI and in the *CsSPL14* RNAi lines at 60 DAI. *CsLEA4* was consistently up-regulated in all transgenic lines at 20 and 40 DAI, but no significant changes were detected in RNAi lines at 60 DAI.

**Fig. 5.**
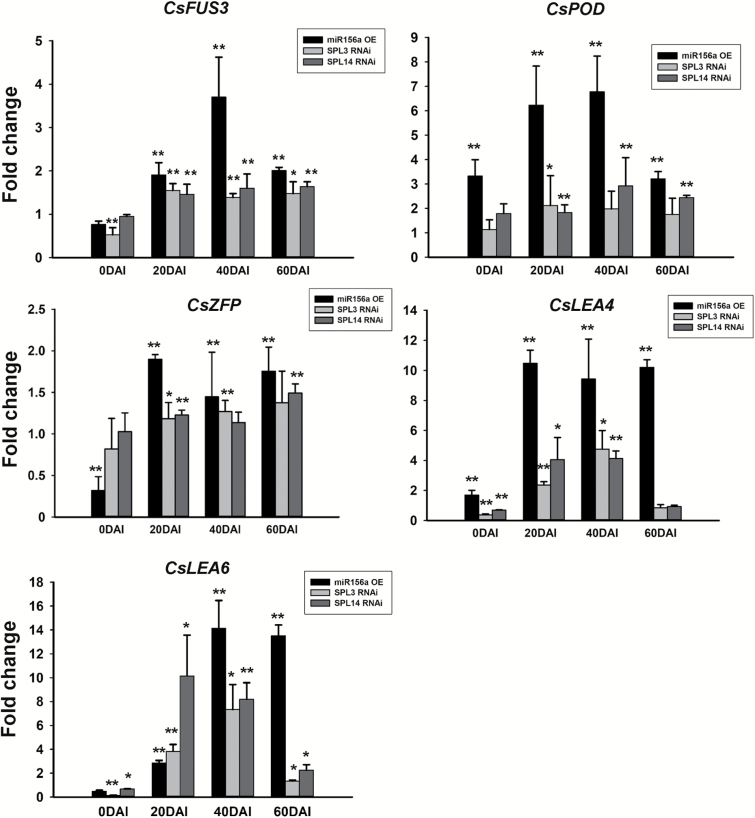
Fold-change in expression levels of SE-related genes in the transgenic lines of citrus *Fortunella hindsii* compared with the wild-type (WT). CsFUS3, FUSCA3 transcription factor; CsPOD, peroxidase; CsZFP, zinc-finger CCCH domain-containing protein; CsLEA, late-embryogenesis abundant protein. Error bars indicated standard deviation of two biological replicates (represented by two transgenic lines), each containing at least three technical replicates. *CsUBL5* was used as the internal reference. Statistically significant differences compared with the WT were determined by *t*-tests: *P<0.05, **P<0.01.

### Identification of CsSPL-interacting proteins

Y2H screening assays were conducted to identify the SPL-interacting proteins that we believed to be involved in SE. However, no positive clone was obtained with CsSPL3 as the bait, whilst the full-length CsSPL14 protein exhibited self-activation activity and toxicity to yeast growth (see Supplementary Fig. S5), leaving only the SBP domain (88–162 amino acids) as a usable bait for screening the interacting proteins from the citrus cDNA library of ECs and somatic embryos (Supplementary Fig. S9). Sequencing of the positive clones from Y2H screening determined that CsAKIN10 (SNF1-related protein kinase catalytic subunit alpha KIN10, Cs6g21650.3) interacted with the SBP domain of CsSPL14 (Fig. 6A). BiFC assays confirmed the interaction between full-length CsSPL14 and CsAKIN10 in tobacco leaves, in which the YFP signal was reconstituted in co-transformation of YN-CsSPL14 (YFP N-terminus) and YC-CsAKIN10 (YFP C-terminus). By contrast, co-transformation of YN (empty vector) and YC-CsAKIN10 failed to generate a YFP signal (Fig. 6B). Subcellular localization analysis showed that CsAKIN10 was also localized to the nucleus (Fig. 6C).

**Fig. 6.**
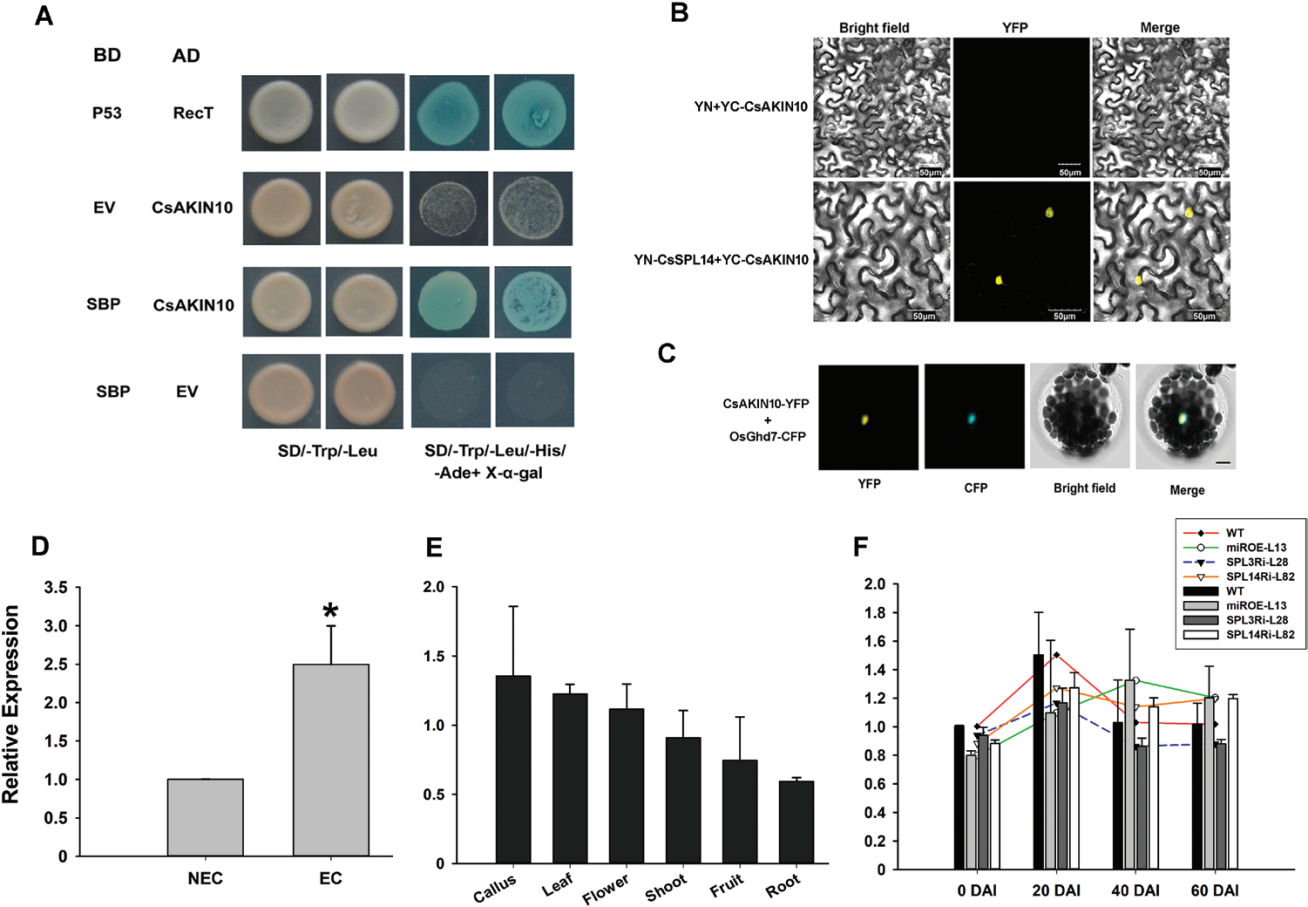
Identification of the CsSPL14-interacting protein. (A) The interaction between CsAKIN10 and CsSPL14 verified by yeast two-hybrid assays. Clones grown on synthetic drop-out selection medium that lacked Trp and Leu (SD/–Trp/–Leu) were detected by synthetic drop-out selection medium that lacked Trp, Leu, His, and Ade (SD/–Trp/–Leu/–His/–Ade) with X-α-gal. Co-transformation of BD-p53 and AD-RecT was used as the positive control. EV, empty vector. (B) CsAKIN10 was confirmed to interact with full-length CsSPL14 by BiFC assays. The construct of CsSPL14 fused with the N-terminal of YFP was co-infiltrated with CsAKIN10 fused with the C-terminal of YFP into tobacco leaves. The co-infiltrated leaves were photographed after 3 d. (C) Sub-cellular localization analysis of CsAKIN10. The CsAKIN10-YFP construct was co-transformed with OsGhd7-CFP, a positive control for nuclear localization, into Arabidopsis mesophyll protoplasts. The images were captured under yellow (YFP) and cyan fluorescence (CFP), and bright light, and the merged image is also shown. Scale bar = 7.5 µm. (D) Expression levels of CsAKIN10 in non-embryonic callus (NEC) and embryonic callus (EC) in ‘Valencia’ sweet orange, which has high SE competence. Statistical significance was determined by a *t*-test, * *P*<0.05. (E) Expression levels of CsAKIN10 in different tissues of ‘Valencia’. (F) Expression levels of CsAKIN10 in miR156 overexpression and CsSPL3 and CsSPL14 RNAi callus lines during SE induction in *Fortunella hindsii*. miROE-L13, miR156 overexpression line; SPL3Ri-L28, CsSPL3 RNAi line; SPL14Ri-L82, CsSPL14 RNAi line. DAI, days after SE induction.

Expression of *CsAKIN10* was detected in different tissues of the genotype ‘Valencia’ sweet orange with high SE competence (Fig. 6D, E). The results showed that the transcript level of *CsAKIN10* in ECs was significantly higher than in non-embryonic calluses (NECs) (Fig. 6D). However, accumulation of *CsAKIN10* showed no significant differences among different tissues, namely ECs, flowers, fruit, leaves, roots, and shoots (Fig. 6E). We further examined the expression patterns of *CsAKIN10* in the WT and the transgenic calluses (including csi-miR156 OE, *CsSPL3*, and *CsSPL14* RNAi lines). No significant differences were found between the WT and transgenic lines, and their expression patterns were similar, with an increase from 0 to 20 DAI, then a decrease at 40 DAI, and stable expression at 60 DAI (Fig. 6F).

## Discussion

As a conserved and well-studied miRNA family in plants, miR156s are known to regulate diverse aspects of plant development (Wang and Wang, 2015), and in particular miR156-mediated regulation of phase transition is highly conserved within the plant kingdom (Chuck *et al.*, 2007; Wang *et al.*, 2009, 2011; Sun *et al.*, 2013). Among the miR156 family members identified in citrus, csi-miR156a is the most abundantly accumulated miRNA both in the embryogenic callus and during SE (Wu *et al.*, 2015). In the present study, overexpression of csi-miR156a was found to enhance the SE capability of citrus callus, confirming the promotive effect of miR156 on SE. RNA-seq analysis suggested that overexpression of miR156 might trigger biological processes such as stress responses and the hormone signaling pathway to promote SE. Among the ten *CsSPL*s targeted by miR156 (Liu *et al.*, 2017), *CsSPL3* and *CsSPL14* were identified to be the potential downstream target genes that regulated SE. Individual knock-down of the two *SPL* targets also enhanced the SE capability, proving the negative effect of *SPL* targets on SE. CsSPL3 and CsSPL14 were characterized, and CsAKIN10 was identified to be interactive with CsSPL14. Based on the findings of this study, the possible function of the miR156-*SPL* modules in SE can be discussed.

### The novel function of miR156-*SPL* modules in SE

In Arabidopsis, numerous miRNAs regulating SE induction have been identified, including miR156 (Szyrajew *et al.*, 2017). However, previous studies have been focused at the transcription level and on the functional annotation of the miRNAs related to SE, and have lacked experimental investigation of the regulatory roles of miRNAs in SE. In Arabidopsis, miR156-mediated repression of *SPL* targets was recognized as an intrinsic time-cue that regulates the shoot regenerative (organogenesis) capacity of leaf-derived calluses (Zhang *et al.*, 2015, 2017). Recently, *GhmiR157*/*GhSPL10* was reported to modulate cell de-differentiation and callus proliferation in cotton explants, and thus to affect SE efficiency (Wang *et al.*, 2018). In citrus, expression levels of miR156 are much higher in ECs than NECs (Wu *et al.*, 2015), in agreement with our findings of significantly higher accumulation of miR156 in short-term sub-cultured calluses (with strong SE capacity) than in long-term sub-cultured calluses (with weak SE capacity) (see Supplementary Fig. S2). Accordingly, in this study, miR156 was confirmed to promote SE of citrus through repression of target *CsSPL* genes.

Unlike Arabidopsis, cotton, and the vast majority of other plant species where exogenous cytokinin or auxin is required for regeneration, a glycerol medium without hormone supplement is sufficient for induction of citrus SE (Wu *et al.*, 2009b). For *in vitro* shoot regeneration of Arabidopsis, *SPL9* group genes (including *AtSPL2*, *9*, *10*, *11*, *13*, and *15*), rather than the *SPL3* group (including *AtSPL3*, *4* and *5*) have been identified to be the functional targets downstream of miR156 (Zhang *et al.*, 2015). In addition, *AtSPL10* and *AtSPL11* were previously characterized to regulate Arabidopsis zygotic embryogenesis (Nodine and Bartel, 2010). In our study, however, two non-SPL9 clustered *SPL*s (*CsSPL3* and *14*), were demonstrated to be involved in the regulation of citrus SE, indicating that different *SPL*s might contribute to distinct types of regeneration. Citrus csi-miR156a is shorter (20 nt) than cotton GhmiR157a (21 nt), and contains different nucleotides at three positions. Cotton GhSPL10 is clustered with AtSPL4/5 but not AtSPL3 (Cai *et al.*, 2018), whereas CsSPL3 was clustered with AtSPL3/4/5 (see Supplementary Fig. S5A). Our finding that miR156 promoted SE of citrus callus, i.e. the differentiation of *in vitro* cultured cells, is in agreement with the reported finding that miR157-targed GhSPL10 promotes de-differentiation and callus proliferation (Wang *et al.*, 2018).

OsSPL13, which was clustered with CsSPL3 (Supplementary Fig. S5A), has been reported to modulate grain size, shape, and yield, and to be involved in tiller and panicle branching in rice (Si *et al.*, 2016). In Arabidopsis, *AtSPL3* has been reported to shorten the juvenile period, and to promote early flowering and the transition of floral meristem identity (Wu and Poethig, 2006; Yamaguchi *et al.*, 2009; Xu *et al.*, 2016). Overexpression of *CiSPL5*, the orthologous counterpart in the *Citrus clementina* genome with CsSPL3, was found to promote flowering in Arabidopsis (Shalom *et al.*, 2015), suggesting a similar function of CsSPL3 to AtSPL3 in plants. However, the involvement of *CsSPL3* in SE as demonstrated in our study might suggest a novel function of SPL3-group genes in regulating SE of *in vitro* cultured calluses.

AtSPL13 acts as the major member in SPL9 group that regulates shoot phase transition and development, and is also one of the SPLs that promotes expression of *MIR172* genes (Xu *et al.*, 2016). Repression of AtSPL13 by miR156 is essential for the normal post-germinative switch from the cotyledon stage to the vegetative-leaf stage in Arabidopsis (Martin *et al.*, 2010*a*, 2010*b*). CsSPL14, which is orthologous with AtSPL13 in the SPL9 group, was also found to be a repressor of SE as was the SPL3 group gene *CsSPL3*. Interestingly, the abundance of *CsSPL3* was reduced by suppression of *CsSPL14*, but down-regulation of *CsSPL3* did not alter *CsSPL14* expression (see Supplementary Fig. S7), suggesting that *CsSPL14* probably regulates expression of *CsSPL3* during SE.

### Genes responding to miR156 overexpression and the triggering of SE

Transcriptomic profiles of calluses were compared between the miR156-overexpressing and the WT lines at 40 and 60 DAI, i.e. the stages before and at the presence of somatic embryos, in order to try to deduce the reasons for higher SE capability. Interestingly, the number of DEGs at 40 DAI was nearly twice that at 60 DAI (Fig. 4A), indicating more dramatic changes in gene expression during SE induction than during post-embryo formation. 

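In the RNA-seq counts, the ratio of the number of DEGs at 40 DAI to that at 60 DAI was 7.02 with edgeR's quasi-likelihood test, 2.05 with its likelihood ratio test, 2.17 with DESeq2 and 1.50 with the exact test. With only the 4 samples of a stage in the quasi-likelihood fit it was 0, which reverses the order of the stages by number. In that fit 0 genes were called at 40 DAI, where 8265 had an unadjusted p under 0.05, and 142 at 60 DAI. The exact test on the same 4 samples called 2837 genes at 40 DAI and 1893 at 60 DAI. The 0 means that no gene passed the threshold and cannot show fewer changes at 40 DAI. The difference between the stages was also tested gene by gene, as an interaction of genotype and stage. At the paper's thresholds 0 genes passed this test, and 3296 of 17420 genes had an unadjusted p under 0.05. At an FDR under 0.05, 67 genes passed. The likelihood ratio test called 131 genes at the paper's thresholds. The median absolute log2 fold change over the tested genes was 0.56 at 40 DAI and 0.41 at 60 DAI. Spread between replicates raises such absolute values. It was larger in the OE lines at 40 DAI, with a biological coefficient of variation of 0.312, against 0.215 at 60 DAI. Part of the difference between 0.56 and 0.41 may come from it. The genes called up at 40 DAI had a median log2 fold change of 1.78 at 40 DAI and 1.26 at 60 DAI, and those called down had medians of -1.61 and -0.77. These genes were chosen for their change at 40 DAI, which by itself raises their values there. Between 40 and 60 DAI, 0 genes were called in the OE lines and 0 in the WT, where 5917 and 1440 genes had an unadjusted p under 0.05. With the likelihood ratio test 655 genes were called in the OE lines and 122 in the WT, with DESeq2 584 and 106, and with the quasi-likelihood test at an FDR under 0.05, 991 and 58. These fits ignore that the 2 OE lines were sampled at both stages. With an effect of the line added for the OE samples, which takes the same replicate number as the same line and was chosen after seeing the data, the quasi-likelihood test called 400 genes between the stages in the OE lines and 21 in the WT, and 0 with the interaction, where 4993 had an unadjusted p under 0.05. From the larger number of DEGs at 40 DAI, the paper reasons that gene expression changed more during SE induction than after embryo formation.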

Previous studies have established that phytohormone-related pathways and stress responses are triggered during SE in different plant species (Jin *et al.*, 2014; Zheng *et al.*, 2016). Furthermore, among the genes targeted by miRNAs differentially expressed during SE in Arabidopsis, the majority are also related to phytohormones and stress responses (Szyrajew *et al.*, 2017). Likewise, in our study of responses to miR156 overexpression in citrus we found that the enriched biological processes of the genes included mainly hormone-mediated signaling pathways and stress responses, and in particular responses to starvation, and osmotic and oxidative stresses were over-represented among the up-regulated genes (Fig. 4C). Glycerol in the citrus SE-induction medium is recognized as an ineffective carbohydrate source and also as an osmotic substance, whilst SE as a differentiation process may require the involvement of endogenous phytohormones, which would explain the enrichment of hormone-mediated signaling pathways and stress responses.

Consistent with a previous finding that extensive TFs are associated with SE in Arabidopsis (Gliwicka *et al.*, 2013), 224 differentially expressed TF genes were identified in our study. The most abundant TFs related to competency of SE (e.g. *bHLH*, *NAC*, *WRKY*, *MYB*, *MADS*) in Arabidopsis were highly homologous to those found in our study (Fig. 4B), indicating that these TFs might also regulate SE in citrus. Several well-known SE-associated genes, including *CsFUS3*, *CsLEA*, *CsZPF*, and *CsPOD*, showed similar expression patterns of up-regulation in both the miR156-OE and *CsSPL3*/*14* RNAi lines after SE induction, indicating that many important SE genes began to be activated after SE induction, and maintained high-levels of expression through to the emergence of globular embryos (60 DAI). Thus, we assume that miR156-*CsSPL* modules might act upstream of these SE-related genes. Although the globular embryos could not develop and form whole plants, these important SE genes were expressed in the phase of induction, suggesting that they are required for SE initiation, at least for globular embryo formation. The detailed interactive relationship that exists between miR156-*CsSPL*s and the SE-related TF genes would be a topic of great interest and importance for further research to explore the mechanisms by which miR156-*CsSPL* modules regulate SE.

In general, *FUS3 and LEA* are predominantly expressed at the late stages of zygotic embryogenesis (Wise and Tunnacliffe, 2004; Braybrook and Harada, 2008). However, in the SE system of Arabidopsis, expression of *FUS3* and *LEA* are also observed in embryonic cultures and somatic embryos (Ikeda-Iwai *et al.*, 2002). Similarly, these two genes were found to be constantly accumulated during the SE induction phase in ‘Valencia’ sweet orange (Ge *et al.*, 2012), which is in agreement with our findings. In addition, we found that other important SE genes such as *LEC1*, *ABSCISIC ACID INSENSITIVE 3* (*ABI3*), and *ABI5* were significantly up-regulated according to the RNA-seq data, in agreement with the findings of Ge *et al.* (2012). However, *WOX1* and *WOX2* were significantly down-regulated in the miR156 overexpression lines, which is inconsistent with previous reports that *WOX*s are positive regulators of SE, especially for early embryo induction (Palovaara *et al.*, 2010; Gambino *et al.*, 2011; Rupps *et al.*, 2016). Other key SE genes such as *AGL15*, *SERK* and *BBM* reported in other SE systems (Zheng *et al.*, 2013; Rupps *et al.*, 2016) were not significantly differentially expressed between the miR156-OE lines and the WT. These results suggest that SE induction in different species might be differentially regulated by distinct genes.

### Possible role of the CsSPL14-interacting CsAKIN10 protein in citrus SE

In our study, the CsAKIN10 protein was identified to be a co-localized and interactive with CsSPL14 in the nucleus. In Arabidopsis, *AKIN10* encodes a catalytic α-subunit of Snf1-related kinase1 (SnRK1), which is also localized in the nucleus (Bitrián *et al.*, 2011). Through interaction and phosphorylation, AKIN10 stabilizes the B3-domain transcription factor FUS3 to regulate both the embryonic-to-vegetative and vegetative-to-reproductive phase transitions (Tsai and Gazzarrini, 2012). Interestingly, *CsFUS3* was significantly up-regulated in both the miR156-OE and individual *CsSPL3/14* RNAi lines after SE induction (Fig. 5). As FUS3 is known to be essential for both late-zygotic embryogenesis and SE in Arabidopsis (Gaj *et al.*, 2005; Braybrook and Harada, 2008; Suzuki and McCarty, 2008), we propose that the CsAKIN10–FUS3 interaction in the calluses might increased CsFUS3 expression to promote SE induction. However, no interaction was detected between CsAKIN10 and CsFUS3 according to BiFC assays (see Supplementary Fig. S10). The pathway downstream of miR156a–CsSPL–CsAKIN10 remains to be identified in the future.

As well as the pathway downstream of the miR156-CsSPL module, it is also of interest to identify the upstream factor that controls the effect of miR156 in SE. It has been reported that two AGAMOUS-like proteins, AGL15 and AGL18, might form a complex and bind to the promoters of *MIR156*, thus inducing *MIR156* to act as a floral repressor in Arabidopsis (Serivichyaswat *et al.*, 2015). In addition, *AGL15* and *AGL18* have been confirmed to promote SE in soybean and Arabidopsis (Thakare *et al.*, 2008; Zheng *et al.*, 2013; Zheng and Perry, 2014). In our study, the RNA-seq analysis indicated that neither *AGL15* nor *AGL18* had any significant changes in expression in the miR156-OE lines compared to the WT, suggesting at least that *AGL*s do not act downstream of the miR156-CsSPL module. The possibility that AGL or other proteins act upstream of miR156 to modulate SE remains to be explored.

In summary, in this study a novel regulatory role for miR156 in SE was confirmed in the citrus *in vitro* cultured callus system. Identification of the miR156–CsSPL3 and miR156–CsSPL14–CsAKIN10 cascades provides a preliminary regulatory pathway for SE that might ultimately activate hormone-signalling pathways and stress responses during SE initiation. Our results provide promising candidate genes for the maintenance and enhancement of SE capability; however, the downstream regulatory factors remain to be elucidated before the complete pathway can be determined and we can fully understand the miR156-mediated modulation of cell pluripotency.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. DNA sequence alignment of the csi-miR156a gene *CsMIR156A* in different citrus genotypes with various SE capacities.

Fig. S2. Expression levels of csi-miR156 and *CsSPL*s in long- and short-term preserved calluses.

Fig. S3. Generation and characterization of *MIR156a* precursor transgenic callus lines.

Fig. S4. Expression patterns of *CsSPL3* and *CsSPL14* in calluses of different citrus genotypes.

Fig. S5. Phylogenetic tree, subcellular localization, and transactivation activities of CsSPL3 and CsSPL14.

Fig. S6. Generation of *CsSPL3* and *CsSPL14* RNAi callus lines.

Fig. S7. Detection of transcript abundance of predicted miR156-targeted *CsSPL*s in the *CsSPL3* and *CsSPL14* RNAi lines.

Fig. S8. Somatic embryos formed in the RNAi lines at 100 DAI.

Fig. S9. Yeast growth and self-activation tests of truncated CsSPL14.

Fig. S10. Lack of interaction between CsAKIN10 and CsFUS3 as determined by BiFC assays.

Table S1. Primers used in this study.

Table S2. Summary of RNA-seq data.

Table S3. Correlation coefficients between biological replicates for the RNA-seq data.

Table S4. Enriched GO terms (biological process) for differentially expressed genes between the miR156-overexpression callus lines and the wild-type.

Supplementary Tables and Figuers Click here for additional data file.

Supplementary Table S4 Click here for additional data file.

## References

[CIT0001] AndersS, PylPT, HuberW 2015 HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics31, 166–169.2526070010.1093/bioinformatics/btu638PMC4287950

[CIT0002] BitriánM, RoodbarkelariF, HorváthM, KonczC 2011 BAC-recombineering for studying plant gene regulation: developmental control and cellular localization of SnRK1 kinase subunits. The Plant Journal65, 829–842.2123564910.1111/j.1365-313X.2010.04462.x

[CIT0003] BraybrookSA, HaradaJJ 2008 LECs go crazy in embryo development. Trends in Plant Science13, 624–630.1901071110.1016/j.tplants.2008.09.008

[CIT0004] CaiC, GuoW, ZhangB 2018 Genome-wide identification and characterization of SPL transcription factor family and their evolution and expression profiling analysis in cotton. Scientific Reports8, 762.2933558410.1038/s41598-017-18673-4PMC5768680

[CIT0005] CaoH, ZhangJ, XuJ, YeJ, YunZ, XuQ, XuJ, DengX 2012 Comprehending crystalline β-carotene accumulation by comparing engineered cell models and the natural carotenoid-rich system of citrus. Journal of Experimental Botany63, 4403–4417.2261123310.1093/jxb/ers115PMC3421982

[CIT0006] Chávez-HernándezEC, Alejandri-RamírezND, Juárez-GonzálezVT, DinkovaTD 2015 Maize miRNA and target regulation in response to hormone depletion and light exposure during somatic embryogenesis. Frontiers in Plant Science6, 555.2625776010.3389/fpls.2015.00555PMC4510349

[CIT0007] ChenCJ, liuQ, ZhangYC, QuLH, ChenYQ, GautheretD 2011 Genome-wide discovery and analysis of microRNAs and other small RNAs from rice embryogenic callus. RNA Biology8, 538–547.2152578610.4161/rna.8.3.15199

[CIT0008] ChengYJ, GuoWW, YiHL, PangXM, DengXX 2003 An efficient protocol for genomic DNA extraction from *Citrus* species. Plant Molecular Biology Reports21, 177.

[CIT0009] ChuckG, CiganAM, SaeteurnK, HakeS 2007 The heterochronic maize mutant *Corngrass1* results from overexpression of a tandem microRNA. Nature Genetics39, 544–549.1736982810.1038/ng2001

[CIT0010] CuiLG, ShanJX, ShiM, GaoJP, LinHX 2014 The *miR156*-*SPL9*-*DFR* pathway coordinates the relationship between development and abiotic stress tolerance in plants. The Plant Journal80, 1108–1117.2534549110.1111/tpj.12712

[CIT0011] DuZ, ZhouX, LingY, ZhangZ, SuZ 2010 agriGO: a GO analysis toolkit for the agricultural community. Nucleic Acids Research38, W64–W70.2043567710.1093/nar/gkq310PMC2896167

[CIT0012] DuanYX, GuoWW, MengHJ, TaoNG, LiDL, DengXX 2007 High efficient transgenic plant regeneration from embryogenic calluses of *Citrus sinensis*. Biologia Plantarum51, 212–216.

[CIT0013] FangY, XieK, XiongL 2014 Conserved miR164-targeted NAC genes negatively regulate drought resistance in rice. Journal of Experimental Botany65, 2119–2135.2460473410.1093/jxb/eru072PMC3991743

[CIT0014] FehérA 2015 Somatic embryogenesis — stress-induced remodeling of plant cell fate. Biochimica et Biophysica Acta1849, 385–402.2503858310.1016/j.bbagrm.2014.07.005

[CIT0015] GajMD, ZhangS, HaradaJJ, LemauxPG 2005 Leafy cotyledon genes are essential for induction of somatic embryogenesis of *Arabidopsis*. Planta222, 977–988.1603459510.1007/s00425-005-0041-y

[CIT0016] GambinoG, MinutoM, BoccacciP, PerroneI, VallaniaR, GribaudoI 2011 Characterization of expression dynamics of WOX homeodomain transcription factors during somatic embryogenesis in *Vitis vinifera*. Journal of Experimental Botany62, 1089–1101.2112702510.1093/jxb/erq349

[CIT0017] GeXX, ChaiLJ, LiuZ, WuXM, DengXX, GuoWW 2012 Transcriptional profiling of genes involved in embryogenic, non-embryogenic calluses and somatic embryogenesis of Valencia sweet orange by SSH-based microarray. Planta236, 1107–1124.2262235910.1007/s00425-012-1661-7

[CIT0018] GermanaMA, LambardiM **eds** 2016 In vitro embryogenesis in higher plants. Methods in Molecular Biology Series, Springer Protocols, 1359. New York: Humana Press.

[CIT0019] GliwickaM, NowakK, BalazadehS, Mueller-RoeberB, GajMD 2013 Extensive modulation of the transcription factor transcriptome during somatic embryogenesis in *Arabidopsis thaliana*. PLoS ONE8, e69261.2387492710.1371/journal.pone.0069261PMC3714258

[CIT0020] GouJY, FelippesFF, LiuCJ, WeigelD, WangJW 2011 Negative regulation of anthocyanin biosynthesis in *Arabidopsis* by a miR156-targeted SPL transcription factor. The Plant Cell23, 1512–1522.2148709710.1105/tpc.111.084525PMC3101539

[CIT0021] GuanY, LiSG, FanXF, SuZH 2016 Application of somatic embryogenesis in woody plants. Frontiers in Plant Science7, 938.2744616610.3389/fpls.2016.00938PMC4919339

[CIT0022] GuoWW, CaiXD, ChengYJ, GrosserJ, DengXX 2007a Protoplast technology and citrus improvement. In: XuZ, LiJ, XueY, YangW, eds. Biotechnology and sustainable agriculture 2006 and beyond. Netherlands: Springer, 461–464.

[CIT0023] GuoWW, LiDL, DuanYX 2007b Citrus transgenics: current status and prospects. Transgenic Plant Journal1, 202–209.

[CIT0024] HuangW, PengS, XianZ, LinD, HuG, YangL, RenM, LiZ 2017 Overexpression of a tomato miR171 target gene *SlGRAS24* impacts multiple agronomical traits via regulating gibberellin and auxin homeostasis. Plant Biotechnology Journal15, 472–488.2771200810.1111/pbi.12646PMC5362688

[CIT0025] Ikeda-IwaiM, SatohS, KamadaH 2002 Establishment of a reproducible tissue culture system for the induction of Arabidopsis somatic embryos. Journal of Experimental Botany53, 1575–1580.1209609610.1093/jxb/erf006

[CIT0026] IkeuchiM, OgawaY, IwaseA, SugimotoK 2016 Plant regeneration: cellular origins and molecular mechanisms. Development143, 1442–1451.2714375310.1242/dev.134668

[CIT0027] JiménezVM 2005 Involvement of plant hormones and plant growth regulators on *in vitro* somatic embryogenesis. Plant Growth Regulation47, 91–110.

[CIT0028] JinF, HuL, YuanD, XuJ, GaoW, HeL, YangX, ZhangX 2014 Comparative transcriptome analysis between somatic embryos (SEs) and zygotic embryos in cotton: evidence for stress response functions in SE development. Plant Biotechnology Journal12, 161–173.2411212210.1111/pbi.12123

[CIT0029] KouSJ, WuXM, LiuZ, LiuYL, XuQ, GuoWW 2012 Selection and validation of suitable reference genes for miRNA expression normalization by quantitative RT-PCR in citrus somatic embryogenic and adult tissues. Plant Cell Reports31, 2151–2163.2286519510.1007/s00299-012-1325-x

[CIT0030] LiC, ZhangB 2016 MicroRNAs in control of plant development. Journal of Cellular Physiology231, 303–313.2624830410.1002/jcp.25125

[CIT0031] LiJ, HouH, LiX, XiangJ, YinX, GaoH, ZhengY, BassettCL, WangX 2013 Genome-wide identification and analysis of the SBP-box family genes in apple (*Malus × domestica* Borkh.). Plant Physiology and Biochemistry70, 100–114.2377103510.1016/j.plaphy.2013.05.021

[CIT0032] LinY, LaiZ 2013 Comparative analysis reveals dynamic changes in miRNAs and their targets and expression during somatic embryogenesis in longan (*Dimocarpus longan* Lour.). PLoS ONE8, e60337.2359319710.1371/journal.pone.0060337PMC3623967

[CIT0033] LiuJ, ShengL, XuY, LiJ, YangZ, HuangH, XuL 2014 *WOX11* and *12* are involved in the first-step cell fate transition during de novo root organogenesis in *Arabidopsis*. The Plant Cell26, 1081–1093.2464293710.1105/tpc.114.122887PMC4001370

[CIT0034] LiuMY, WuXM, LongJM, GuoWW 2017 Genomic characterization of miR156 and SQUAMOSA promoter binding protein-like genes in sweet orange (*Citrus sinensis*). Plant Cell, Tissue and Organ Culture130, 103–116.

[CIT0035] LiuYZ, LiuQ, TaoNG, DengXX 2006 Efficient isolation of RNA from fruit peel and pulp of ripening navel orange (*Citrus sinensis* Osbeck). Journal of Huazhong Agricultural University25, 300–304 (in Chinese with English abstract).

[CIT0036] LiuZ, GeXX, WuXM, KouSJ, ChaiLJ, GuoWW 2013 Selection and validation of suitable reference genes for mRNA qRT-PCR analysis using somatic embryogenic cultures, floral and vegetative tissues in citrus. Plant Cell, Tissue and Organ Culture113, 469–481.

[CIT0037] LuoYC, ZhouH, LiY, ChenJY, YangJH, ChenYQ, QuLH 2006 Rice embryogenic calli express a unique set of microRNAs, suggesting regulatory roles of microRNAs in plant post-embryogenic development. FEBS Letters580, 5111–5116.1695925210.1016/j.febslet.2006.08.046

[CIT0038] MartinRC, AsahinaM, LiuPP, et al 2010a The microRNA156 and microRNA172 gene regulation cascades at post-germinative stages in *Arabidopsis*. Seed Science Research20, 79–87.

[CIT0039] MartinRC, AsahinaM, LiuPP, et al 2010b The regulation of post-germinative transition from the cotyledon- to vegetative-leaf stages by microRNA-targeted *SQUAMOSA PROMOTER-BINDING PROTEIN LIKE13* in *Arabidopsis*. Seed Science Research20, 89–96.

[CIT0040] MurashigeT, TuckerDPH 1969 Growth factor requirement of citrus tissue cultures. Proceedings of the First International Citrus Symposium Riverside, CA:University of California, 1155–1161.

[CIT0041] NicholasKB, NicholasHBJr, DeerfieldDWII 1997 GeneDoc: Analysis and visualization of genetic variation. Embnet News4, 14.

[CIT0042] NodineMD, BartelDP 2010 MicroRNAs prevent precocious gene expression and enable pattern formation during plant embryogenesis. Genes & Development24, 2678–2692.2112365310.1101/gad.1986710PMC2994041

[CIT0043] PalovaaraJ, HallbergH, StasollaC, HakmanI 2010 Comparative expression pattern analysis of *WUSCHEL-related homeobox 2* (*WOX2*) and *WOX8*/9 in developing seeds and somatic embryos of the gymnosperm *Picea abies*. New Phytologist188, 122–135.2056121210.1111/j.1469-8137.2010.03336.x

[CIT0044] PanZ, GuanR, ZhuS, DengX 2009 Proteomic analysis of somatic embryogenesis in Valencia sweet orange (*Citrus sinensis* Osbeck). Plant Cell Reports28, 281–289.1898967410.1007/s00299-008-0633-7

[CIT0045] PerteaM, KimD, PerteaGM, LeekJT, SalzbergSL 2016 Transcript-level expression analysis of RNA-seq experiments with HISAT, StringTie and Ballgown. Nature Protocols11, 1650–1667.2756017110.1038/nprot.2016.095PMC5032908

[CIT0046] PulianmackalAJ, KareemAV, DurgaprasadK, TrivediZB, PrasadK 2014 Competence and regulatory interactions during regeneration in plants. Frontiers in Plant Science5, 142.2478288010.3389/fpls.2014.00142PMC3990048

[CIT0047] RhoadesMW, ReinhartBJ, LimLP, BurgeCB, BartelB, BartelDP 2002 Prediction of plant microRNA targets. Cell110, 513–520.1220204010.1016/s0092-8674(02)00863-2

[CIT0048] RobinsonMD, McCarthyDJ, SmythGK 2010 edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics26, 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[CIT0049] Rubio-SomozaI, ZhouCM, ConfrariaA, MartinhoC, von BornP, Baena-GonzalezE, WangJW, WeigelD 2014 Temporal control of leaf complexity by miRNA-regulated licensing of protein complexes. Current Biology24, 2714–2719.2544800010.1016/j.cub.2014.09.058

[CIT0050] RuppsA, RaschkeJ, RümmlerM, LinkeB, ZoglauerK 2016 Identification of putative homologs of *Larix decidua* to *BABYBOOM* (*BBM*), *LEAFY COTYLEDON1* (*LEC1*), *WUSCHEL-related HOMEOBOX2* (*WOX2*) and *SOMATIC EMBRYOGENESIS RECEPTOR-like KINASE* (*SERK*) during somatic embryogenesis. Planta243, 473–488.2647671810.1007/s00425-015-2409-y

[CIT0051] SerivichyaswatP, RyuHS, KimW, KimS, ChungKS, KimJJ, AhnJH 2015 Expression of the floral repressor miRNA156 is positively regulated by the AGAMOUS-like proteins AGL15 and AGL18. Molecules and Cells38, 259–266.2566634610.14348/molcells.2015.2311PMC4363726

[CIT0052] ShalomL, ShlizermanL, ZurN, Doron-FaigenboimA, BlumwaldE, SadkaA 2015 Molecular characterization of SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (SPL) gene family from *Citrus* and the effect of fruit load on their expression. Frontiers in Plant Science6, 389.2607494710.3389/fpls.2015.00389PMC4443640

[CIT0053] SiL, ChenJ, HuangX, et al 2016 OsSPL13 controls grain size in cultivated rice. Nature Genetics48, 447–456.2695009310.1038/ng.3518

[CIT0054] SilvaGFF, SilvaEM, GuivinMAC, RamiroDA, FigueiredoCR, CarrerH, PeresLEP, NogueiraFTS 2014 microRNA156-targeted SPL/SBP box transcription factors regulate tomato ovary and fruit development. The Plant Journal78, 604–618.2458073410.1111/tpj.12493

[CIT0055] SmertenkoA, BozhkovPV 2014 Somatic embryogenesis: life and death processes during apical–basal patterning. Journal of Experimental Botany65, 1343–1360.2462295310.1093/jxb/eru005

[CIT0056] StewardF, MapesMO, MearsK 1958 Growth and organized development of cultured cells. II. Organization in cultures grown from freely suspended cells. American Journal of Botany45, 705–708.

[CIT0057] SunC, ZhaoQ, LiuDD, YouCX, HaoYJ 2013 Ectopic expression of the apple *Md-miRNA156h* gene regulates flower and fruit development in *Arabidopsis*. Plant Cell, Tissue and Organ Culture112, 343–351.

[CIT0058] SuzukiM, McCartyDR 2008 Functional symmetry of the B3 network controlling seed development. Current Opinion in Plant Biology11, 548–553.1869193210.1016/j.pbi.2008.06.015

[CIT0059] SzyrajewK, BielewiczD, DolataJ, WójcikAM, NowakK, Szczygieł-SommerA, Szweykowska-KulinskaZ, JarmolowskiA, GajMD 2017 MicroRNAs are intensively regulated during induction of somatic embryogenesis in *Arabidopsis*. Frontiers in Plant Science8, 18.2816795110.3389/fpls.2017.00018PMC5253390

[CIT0060] TamuraK, StecherG, PetersonD, FilipskiA, KumarS 2013 MEGA6: molecular evolutionary genetics analysis version 6.0. Molecular Biology and Evolution30, 2725–2729.2413212210.1093/molbev/mst197PMC3840312

[CIT0061] ThakareD, TangW, HillK, PerrySE 2008 The MADS-domain transcriptional regulator AGAMOUS-LIKE15 promotes somatic embryo development in *Arabidopsis* and soybean. Plant Physiology146, 1663–1672.1830520610.1104/pp.108.115832PMC2287341

[CIT0062] ThompsonJD, GibsonTJ, HigginsDG 2002 Multiple sequence alignment using ClustalW and ClustalX. Current Protocols in BioinformaticsChapter 2, Unit 2.3.10.1002/0471250953.bi0203s0018792934

[CIT0063] TsaiAY, GazzarriniS 2012 AKIN10 and FUSCA3 interact to control lateral organ development and phase transitions in Arabidopsis. The Plant Journal69, 809–821.2202638710.1111/j.1365-313X.2011.04832.x

[CIT0064] Varkonyi-GasicE, WuR, WoodM, WaltonEF, HellensRP 2007 Protocol: a highly sensitive RT-PCR method for detection and quantification of microRNAs. Plant Methods3, 12.1793142610.1186/1746-4811-3-12PMC2225395

[CIT0065] VerdeilJL, AlemannoL, NiemenakN, TranbargerTJ 2007 Pluripotent versus totipotent plant stem cells: dependence versus autonomy?Trends in Plant Science12, 245–252.1749954410.1016/j.tplants.2007.04.002

[CIT0066] WangH, WangH 2015 The miR156/SPL module, a regulatory hub and versatile toolbox, gears up crops for enhanced agronomic traits. Molecular Plant8, 677–688.2561771910.1016/j.molp.2015.01.008

[CIT0067] WangJW 2014 Regulation of flowering time by the miR156-mediated age pathway. Journal of Experimental Botany65, 4723–4730.2495889610.1093/jxb/eru246

[CIT0068] WangJW, CzechB, WeigelD 2009 miR156-regulated SPL transcription factors define an endogenous flowering pathway in *Arabidopsis thaliana*. Cell138, 738–749.1970339910.1016/j.cell.2009.06.014

[CIT0069] WangJW, ParkMY, WangLJ, KooY, ChenXY, WeigelD, PoethigRS 2011 miRNA control of vegetative phase change in trees. PLoS Genetics7, e1002012.2138386210.1371/journal.pgen.1002012PMC3044678

[CIT0070] WangL, LiuN, WangT, LiJ, WenT, YangX, LindseyK, ZhangX 2018 The GhmiR157a/GhSPL10 regulatory module controls initial cellular dedifferentiation and callus proliferation in cotton by modulating ethylene-mediated flavonoid biosynthesis. Journal of Experimental Botany69, 1081–1093.2925318710.1093/jxb/erx475PMC6018973

[CIT0071] WangX, XuY, ZhangS, et al 2017 Genomic analyses of primitive, wild and cultivated citrus provide insights into asexual reproduction. Nature Genetics49, 765–772.2839435310.1038/ng.3839

[CIT0072] WillmannMR, MehalickAJ, PackerRL, JenikPD 2011 MicroRNAs regulate the timing of embryo maturation in Arabidopsis. Plant Physiology155, 1871–1884.2133049210.1104/pp.110.171355PMC3091098

[CIT0073] WiseMJ, TunnacliffeA 2004 POPP the question: what do LEA proteins do?Trends in Plant Science9, 13–17.1472921410.1016/j.tplants.2003.10.012

[CIT0074] WuFH, ShenSC, LeeLY, LeeSH, ChanMT, LinCS 2009 Tape-*Arabidopsis* Sandwich - a simpler *Arabidopsis* protoplast isolation method. Plant Methods5, 16.1993069010.1186/1746-4811-5-16PMC2794253

[CIT0075] WuG, PoethigRS 2006 Temporal regulation of shoot development in *Arabidopsis thaliana* by *miR156* and its target SPL3. Development133, 3539–3547.1691449910.1242/dev.02521PMC1610107

[CIT0076] WuXB, WangJ, LiuJH, DengXX 2009 Involvement of polyamine biosynthesis in somatic embryogenesis of Valencia sweet orange (*Citrus sinensis*) induced by glycerol. Journal of Plant Physiology166, 52–62.1844819510.1016/j.jplph.2008.02.005

[CIT0077] WuXM, KouSJ, LiuYL, FangYN, XuQ, GuoWW 2015 Genomewide analysis of small RNAs in nonembryogenic and embryogenic tissues of citrus: microRNA- and siRNA-mediated transcript cleavage involved in somatic embryogenesis. Plant Biotechnology Journal13, 383–394.2561501510.1111/pbi.12317

[CIT0078] WuXM, LiuMY, GeXX, XuQ, GuoWW 2011 Stage and tissue-specific modulation of ten conserved miRNAs and their targets during somatic embryogenesis of Valencia sweet orange. Planta233, 495–505.2110399310.1007/s00425-010-1312-9

[CIT0079] XieK, WuC, XiongL 2006 Genomic organization, differential expression, and interaction of SQUAMOSA promoter-binding-like transcription factors and microRNA156 in rice. Plant Physiology142, 280–293.1686157110.1104/pp.106.084475PMC1557610

[CIT0080] XieM, ZhangS, YuB 2015 microRNA biogenesis, degradation and activity in plants. Cellular and Molecular Life Sciences72, 87–99.2520932010.1007/s00018-014-1728-7PMC11113746

[CIT0081] XingS, SalinasM, HöhmannS, BerndtgenR, HuijserP 2010 miR156-targeted and nontargeted SBP-box transcription factors act in concert to secure male fertility in *Arabidopsis*. The Plant Cell22, 3935–3950.2117748010.1105/tpc.110.079343PMC3027167

[CIT0082] XuM, HuT, ZhaoJ, ParkMY, EarleyKW, WuG, YangL, PoethigRS 2016 Developmental functions of miR156-regulated *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE* (*SPL*) genes in *Arabidopsis thaliana*. PLoS Genetics12, e1006263.2754158410.1371/journal.pgen.1006263PMC4991793

[CIT0083] XueW, XingY, WengX, et al 2008 Natural variation in *Ghd7* is an important regulator of heading date and yield potential in rice. Nature Genetics40, 761–767.1845414710.1038/ng.143

[CIT0084] YamaguchiA, WuMF, YangL, WuG, PoethigRS, WagnerD 2009 The microRNA-regulated SBP-Box transcription factor SPL3 is a direct upstream activator of *LEAFY*, *FRUITFULL*, and *APETALA1*. Developmental Cell17, 268–278.1968668710.1016/j.devcel.2009.06.007PMC2908246

[CIT0085] YangX, WangL, YuanD, LindseyK, ZhangX 2013 Small RNA and degradome sequencing reveal complex miRNA regulation during cotton somatic embryogenesis. Journal of Experimental Botany64, 1521–1536.2338255310.1093/jxb/ert013PMC3617824

[CIT0086] YuN, NiuQW, NgKH, ChuaNH 2015a The role of miR156/SPLs modules in Arabidopsis lateral root development. The Plant Journal83, 673–685.2609667610.1111/tpj.12919

[CIT0087] YuZX, WangLJ, ZhaoB, ShanCM, ZhangYH, ChenDF, ChenXY 2015b Progressive regulation of sesquiterpene biosynthesis in *Arabidopsis* and Patchouli (*Pogostemon cablin*) by the miR156-targeted SPL transcription factors. Molecular Plant8, 98–110.2557827510.1016/j.molp.2014.11.002

[CIT0088] ZavattieriMA, FredericoAM, LimaM, SabinoR, Arnholdt-SchmittB 2010 Induction of somatic embryogenesis as an example of stress-related plant reactions. Electronic Journal of Biotechnology13, 1–9.

[CIT0089] ZhangJ, ZhangS, HanS, WuT, LiX, LiW, QiL 2012 Genome-wide identification of microRNAs in larch and stage-specific modulation of 11 conserved microRNAs and their targets during somatic embryogenesis. Planta236, 647–657.2252650010.1007/s00425-012-1643-9

[CIT0090] ZhangTQ, LianH, TangH, et al 2015 An intrinsic microRNA timer regulates progressive decline in shoot regenerative capacity in plants. The Plant Cell27, 349–360.2564943510.1105/tpc.114.135186PMC4456919

[CIT0091] ZhangTQ, LianH, ZhouCM, XuL, JiaoY, WangJW 2017 A two-step model for *de novo* activation of *WUSCHEL* during plant shoot regeneration. The Plant Cell29, 1073–1087.2838958510.1105/tpc.16.00863PMC5466026

[CIT0092] ZhengQ, PerrySE 2014 Alterations in the transcriptome of soybean in response to enhanced somatic embryogenesis promoted by orthologs of Agamous-like15 and Agamous-like18. Plant Physiology164, 1365–1377.2448113710.1104/pp.113.234062PMC3938626

[CIT0093] ZhengQ, ZhengY, JiH, BurnieW, PerrySE 2016 Gene regulation by the AGL15 transcription factor reveals hormone interactions in somatic embryogenesis. Plant Physiology172, 2374–2387.2779410110.1104/pp.16.00564PMC5129705

[CIT0094] ZhengQ, ZhengY, PerrySE 2013 AGAMOUS-Like15 promotes somatic embryogenesis in *Arabidopsis* and soybean in part by the control of ethylene biosynthesis and response. Plant Physiology161, 2113–2127.2345722910.1104/pp.113.216275PMC3613480

How the deposited data were processed for this re-analysis (not part of the article)

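RNA-seq libraries of wild kumquat callus were compared between the csi-miR156a-overexpressed (OE) lines and the wild-type (WT) at 40 and 60 DAI, with 2 samples in each of 4 groups. The samples were grouped by their titles, their genotype labels and the paper's methods. The descriptions of the WT samples call them transgenic, whereas their titles and genotype labels say wild type, as the paper's design does. The paper names OE-L13 and OE-L22 as the OE replicates and does not state which of them is replicate 1 in the labels, so they are called OE replicate 1 and 2.

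The authors aligned the reads to the clementine genome with HISAT2, allowing 2 mismatches, assembled transcripts with StringTie, and deposited raw counts per gene from HTSeq, without normalization. The authors also deposited FPKM values per transcript, normalized for transcript length and library size. The paper's thresholds for DEGs, an FDR under 0.001 and an absolute log2 fold change of at least 1 with edgeR, were used here. The paper's text does not name the edgeR test or the samples in each fit.

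From the counts, edgeR (version 4.0.16) was run in R (version 4.3.3). Genes with low counts were removed with filterByExpr, which left 17420 of 27793 genes. The samples were normalized with TMM, all 8 samples were fitted as 4 groups, and OE was compared with WT at each stage with the quasi-likelihood test and Benjamini-Hochberg adjustment. The same fit gave the interaction of genotype and stage and the change from 40 to 60 DAI within each genotype. The 2 replicates of a genotype were compared with the stage as a block. Replicate correlations were computed on the authors' FPKM values. The groups had 2 samples, so no permutation of the labels was run.

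The depth was between 10170133 and 12477399 counts per sample, with a median of 11590538. Each sample at 40 DAI had fewer counts than each at 60 DAI. Of the methods, 9 were tested on simulated counts in which 200 genes were changed by a log2 fold change of 2 or 3. The quasi-likelihood test recovered 81.5% of them with 0 false calls, the likelihood ratio test 83% and DESeq2 81% with 1 false call each, and the exact test 82.5% and limma with voom 80% with 0. The quasi-likelihood test on the 4 samples of a stage and that with the replicate block each recovered 79.5% with 0 false calls, and that with the effect of the OE line 80% with 0. Limma with a trend, run there on log2 of simulated CPM in place of FPKM, recovered 81% with 1 false call and gave fold changes with a slope of 0.888 on the simulated ones. DESeq2's size factors in edgeR, the fit without the low-count filter, thinned counts, the crossed block, library totals without TMM factors and limma on FPKM itself were not tested on simulated data. The simulation gave OE and WT the same spread, which the real samples did not have. It also gave each gene exactly the spread of the fitted trend, with no scatter of genes around it. It therefore cannot rank the tests for the real samples. There the likelihood ratio test called 3209 genes at 40 DAI and the quasi-likelihood test 1194.

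The alternatives set beforehand were DESeq2 (version 1.42.0), DESeq2's size factors in edgeR, no filter on low counts, the replicate number as a block, counts thinned to the smallest sample, the likelihood ratio test, the exact test and the quasi-likelihood test on the 4 samples of a stage, an FDR of 0.05, and leaving out each replicate. Chosen after seeing the data were an effect of the line for the OE samples alone, a block with the WT replicate numbers crossed, limma (version 3.58.1) with voom and a weight per genotype, limma on log2 of FPKM summed per gene with a pseudocount of 1 or 0.1, FPKM summed per gene for the replicate correlations, edgeR on library totals without TMM factors, the alignment percentage without alignments that were not unique, and a running median over 51 genes along the scaffolds.

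The rule set beforehand was to name, at each stage, the 3 DEGs with the largest change in each direction whose 2 OE values lay on one side of the 2 WT values. Because the files do not pair gene IDs with names, this was reduced to the 2 genes with the largest change in each direction over both stages. Transcription factor families, gene groups, GO terms and the genes that the paper names were not analysed here, since no table joining the gene IDs to names or descriptions was used here.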

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

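The tests of the stretches of scaffold 5, and for ambiguous reads the tests of opposite strands, of the sample totals, of the 10 genes at 60 DAI and of the genes with hardly any counts, were chosen only after the result was seen. The other tests in this part were set before their results.

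Genes along 2 stretches of scaffold 5 were raised in the OE samples, which the paper does not report. A running median over 101 genes of the log2 difference between OE replicate 1 and WT replicate 1 at 40 DAI lay above 0.3 from 1161817 to 12250523 (240 genes) and from 26510553 to 29492069 (120 genes). In 2 samples not used to find them, OE replicate 2 and WT replicate 2 at 60 DAI, the median log2 difference of these 360 genes was 0.55, against -0.01 elsewhere, and 81.4% of the genes were above 0, against 49.3% elsewhere. The bounds are those of that single comparison. Set against the mean of the WT samples of its stage, the second run ended between 29414562 and 32268352 in the 4 OE samples, so the genes counted as elsewhere include some raised ones. With a running median over 51 genes, an alternative chosen after seeing the data, the stretches held 271 and 139 genes, and a further run of 56 genes on scaffold 2 appeared, with a median of 0.059 in the samples not used to find it. The test set beforehand looked at whole scaffolds and found no shift of 0.3: the largest scaffold median reached in all 4 OE samples was 0.11, on scaffold 5. Chance order, gene density and expression level did not account for the stretches. In 0 of 1000 shuffles of the gene order was a run as long as 240 genes found, the longest being 71 genes. The same scan of WT at 60 against 40 DAI gave a longest run of 0 genes. The WT libraries scanned were more alike (correlation of log2 CPM 0.994) than OE and WT replicate 1 at 40 DAI (0.955). That scan therefore cannot exclude such stretches between any 2 separately derived calluses. The 25th percentile was raised by 0.52 and the median by 0.56, but a running median needs many raised genes, so this is no test of a few strongly changed ones. Genes in equally gene-poor parts of the other scaffolds had a median of -0.0159. The median of the stretches stood at percentile 100 of 10000 random lists matched on mean expression, the highest of which was 0.15. A candidate explanation is a difference in copy number of these stretches between the OE lines and the WT callus. Over both stretches together, the shift differed between the stages by at most 0.0596 in an OE replicate. For each stretch alone the values were less even. The medians of OE replicates 1 and 2 were 0.67 and 0.67 at 40 DAI and 0.55 and 0.60 at 60 DAI in the first, and 0.44 and 0.50 at 40 DAI and 0.52 and 0.47 at 60 DAI in the second. A ratio of 3 copies to 2 would give 0.58, which the second lies below in all 4 samples. This is a hypothesis: GC content, sequence variants against the clementine genome and DNA copy number were not tested, so the pattern cannot be told apart from those explanations or from a change in transcription along the stretches. Both OE lines carry it, so it also cannot be told whether OE or WT changed. Within the stretches, 32 genes were called up and 1 down at 40 DAI. Another run of 70 genes, on scaffold 9 from 4566888 to 5899769 (62 genes with the running median over 51 genes), had a median of 0.33 in the samples not used to find it and was no longer than the longest shuffled run.

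Ambiguous reads, which the paper does not analyse, were more frequent in the OE samples. Their median was 3.85% in the OE lines at 40 DAI, and the lowest OE percentage at either stage lay 0.65 percentage points above the highest WT percentage, which restates the pattern. The WT samples at 60 DAI had larger totals than the OE samples at 40 DAI, but at most 2.19% ambiguous reads, so larger totals do not account for it. The fragments expected from FPKM but missing from the counts of the 10 genes with the largest such excess came to 96.8% of the rise in ambiguous reads at 40 DAI; these genes were chosen for that excess, so this value by itself shows little. At 60 DAI, in samples not used to choose them, the same 10 genes came to 89.3% of the rise, which is consistent with a few highly expressed genes that overlap another gene. Of 80 genes with under 5% of their expected fragments counted, 96.2% overlapped a gene on the opposite strand, against 14.7% of the other genes, which is consistent with counting that did not use the strand. These 80 genes, chosen without regard to genotype, made up 81.3% of the rise at 40 DAI. The gene that contributed most, on scaffold 2 from 23582149 to 23583162, had 16130 ± 661 FPKM (SD, n = 2) in the OE lines and 1905 ± 134 FPKM (SD, n = 2) in the WT at 40 DAI, but 4 counts over all 8 samples. It ranked first by FPKM in both OE samples at 40 DAI, and a test on the counts cannot call it.

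Loci assembled from the reads without a clementine gene are a part of the files that the paper does not discuss. Of 1795 such loci tested, 45 were called at 40 DAI (27 up, 18 down). This is not an excess: 13.6% of 10000 draws of annotated genes matched on expression gave fewer calls, and the median draw gave 51. Only 4.44% of the called loci lay outside scaffolds 1 to 9, so most of them were not on small contigs. The share of all tested loci there was not computed. Sequence absent from the clementine genome could form no locus, so foreign sequence is not excluded.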

How the results depend on the processing

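Alternatives are those set before the data were examined unless stated otherwise. The cause of the changes below was not tested.

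The numbers of DEGs depended strongly on the test, on the FDR threshold and on the samples in the fit. DESeq2 gave 2752 DEGs at 40 DAI (1642 up, 1110 down), 1269 at 60 DAI (951 up, 318 down), 1054 shared (786 up, 268 down), a ratio of 2.17 between the stages, 124 genes with an interaction, and 106 genes in WT and 584 in OE changed from 40 to 60 DAI. The likelihood ratio test gave 3209 (1863 up, 1346 down), 1562 (1071 up, 491 down), 1268 shared (876 up, 392 down), a ratio of 2.05, 131 genes with an interaction, and 122 genes in WT and 655 in OE changed between the stages. The exact test gave 2837 (1627 up, 1210 down), 1893 (1305 up, 588 down), 1221 shared (848 up, 373 down) and a ratio of 1.50. An FDR of 0.05 gave 4056 (2318 up, 1738 down), 2129 (1412 up, 717 down), 1730 shared (1153 up, 577 down), a ratio of 1.91, 67 genes with an interaction, 58 genes in WT and 991 in OE changed between the stages, and 8 genes different between the OE replicates and 2 between the WT replicates, where the main threshold gave 0 for each (2374 and 281 genes had an unadjusted p under 0.05).

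With only the 4 samples of the stage in the quasi-likelihood fit, 0 genes were called at 40 DAI (0 up, 0 down), where 8265 had an unadjusted p under 0.05. In this fit 0 were shared (0 up, 0 down) and 21 genes were down at 60 DAI. The ratio was 0, which reverses the order of the stages by number. The exact test on the same 4 samples called 2837 and 1893 genes, so the 0 cannot show fewer changes at 40 DAI. The statement that more genes were called at 40 than at 60 DAI held under each other alternative in which genes were called anew. Leaving out a replicate does not test it. Without the low-count filter 318 genes were called at 60 DAI (248 up, 70 down), 287 were shared (222 up, 65 down), 3 changed between the stages in OE and 1 differed between the WT replicates. With the replicate block 20 genes were down at 60 DAI and 19 of those were shared. DESeq2's size factors in edgeR and counts thinned to the smallest sample kept each number of DEGs within 1.5 times.

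Of the alternatives chosen after seeing the data, an effect of the line for the OE samples gave 2737 genes at 40 DAI (1555 up, 1182 down), 1222 at 60 DAI (851 up, 371 down), 1032 shared (709 up, 323 down), a ratio of 2.24, and 21 genes in WT and 400 in OE changed between the stages. It takes the spread between the OE lines out of the test, so its OE against WT calls hold for these 2 lines alone. The crossed replicate block gave 108 genes at 60 DAI (13 down) and 98 shared (13 down). Limma with voom and a weight per genotype gave 1059 genes up at 40 DAI, 333 at 60 DAI (291 up), 295 shared (258 up), a ratio of 4.61 and 24 genes changed between the stages in WT. Limma on FPKM per gene with a pseudocount of 1 gave 347 up and 841 down at 40 DAI, 81 up at 60 DAI and 72 shared up. With a pseudocount of 0.1 it gave 330 up and 828 down at 40 DAI, 97 at 60 DAI (77 up, 20 down), 89 shared (69 up, 20 down), a ratio of 11.9 and 1 gene changed between the stages in WT. With library totals and no TMM factors, edgeR gave 473 up and 1019 down at 40 DAI. The order of up and down at 40 DAI was thus the opposite on FPKM, and on counts without TMM factors, of that on counts with them.

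With each OE or WT replicate left out in turn, the groups of that genotype held 1 sample and had no spread of their own. No calls were therefore made, and only effect sizes were compared. Of the 1194 DEGs at 40 DAI, from 1151 to 1173 kept their direction with an absolute log2 fold change of at least 1 (631 to 643 up, 517 to 530 down), and of the 170 at 60 DAI from 168 to 170 did (135 to 137 up, 33 down in each). Of the 158 shared DEGs at most 2 did not (124 to 126 up, 32 down in each). No gene was called anew in these fits, so they show how the effect sizes hold and do not test the ratio between the stages.

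The replicate correlation on log2(FPKM + 1) was 0.899 and 0.907 in OE at 40 and 60 DAI and 0.918 and 0.922 in WT, and Spearman's was 0.842, 0.848, 0.861 and 0.872. On counts it was 0.854 in OE at 40 DAI and 0.995 in WT at 60 DAI, and without the 10 highest transcripts 0.789 in OE at 40 DAI. The median percentage of aligned reads was 93.6% with alignments that were not unique left out of the aligned reads and the tally, against 94.0%. Of 144 recomputed log2 fold changes of the named genes, 6 no longer passed the thresholds, 3 newly passed them, 8 moved by more than the replicate spread with a replicate left out, and 0 were reversed. These numbers leave out changes of size in the other fits: on FPKM with a pseudocount of 1 the log2 fold change of MSTRG.2230 at 40 DAI was -4.25, against -12.16 on counts.

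The alternatives on FPKM were set beforehand for values per gene. The FPKM values are per transcript, so they were run on sums per gene, which were chosen after seeing the data. Those for transcription factors and gene groups were not run, because no descriptions were used here. Thinning to the smallest sample removed only a small part of the counts, so it does not show what a much lower depth would limit.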

Differences from the paper's values

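At 40 DAI, 1194 DEGs (656 up, 538 down) were called with edgeR's quasi-likelihood test against the paper's 3021 (1801 up, 1219 down). At 60 DAI, 170 (137 up, 33 down) were called against the paper's 1452 (1040 up, 412 down), and 158 (126 up, 32 down) were shared against the paper's 1185 (852 up, 333 down). The paper's numbers of up and down genes at 40 DAI add up to 3020. Of the alternatives set before the data were examined, DESeq2, the likelihood ratio test and the exact test brought all 9 numbers within 1.5 times the paper's. With DESeq2 they were 2752 (1642 up, 1110 down), 1269 (951 up, 318 down) and 1054 (786 up, 268 down). With the likelihood ratio test they were 3209 (1863 up, 1346 down), 1562 (1071 up, 491 down) and 1268 (876 up, 392 down). With the exact test they were 2837 (1627 up, 1210 down), 1893 (1305 up, 588 down) and 1221 (848 up, 373 down). An FDR of 0.05 did so except for the genes down at 60 DAI (717) and shared down (577). DESeq2's size factors in edgeR, no low-count filter, the replicate block, thinned counts and the quasi-likelihood test on the 4 samples of a stage did not. Of the alternatives chosen after seeing the data, limma on FPKM per gene came within 1.5 times the paper's number only for the genes down at 40 DAI, with 841 at a pseudocount of 1 and 828 at 0.1, and so did edgeR without TMM factors, with 1019. With an effect of the line for the OE samples, chosen after seeing the values, all 9 numbers were within 1.5 times the paper's: 2737 (1555 up, 1182 down), 1222 (851 up, 371 down) and 1032 (709 up, 323 down).

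The paper states that most DEGs of the stages overlapped. With the quasi-likelihood test, 13.2% of the DEGs at 40 DAI were shared, and 92.9% of those at 60 DAI. With the likelihood ratio test, 1268 were shared, of 3209 at 40 DAI and 1562 at 60 DAI. The paper's own numbers are 1185 shared, of 3021 and 1452. A median of 94.0% of the tallied reads was aligned, against nearly 90% of clean reads in the paper, which is an unlike measure.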

Other observations

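Of the tests in this part, those of library depth and of spread for the number of DEGs, of equal totals, median differences, lasting differences and slopes for the OE replicates, and of normalization, TMM factors and FPKM for the direction of change, were chosen only after the result was seen.

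More genes were called at 40 than at 60 DAI. With counts thinned to the smallest sample the ratio was 7.27, and each sample at 40 DAI had fewer counts than each at 60 DAI, so depth does not account for it. A larger spread at 60 DAI does not either, since the OE coefficient of variation at 60 DAI was 0.69 times that at 40 DAI. The larger OE spread at 40 DAI could instead favour calls there, because the fit to all 8 samples uses 1 estimate of spread for both stages. With only the 4 samples of a stage, the quasi-likelihood test called 0 genes at 40 DAI (8265 had an unadjusted p under 0.05) and 142 at 60 DAI, and the exact test gave a ratio of 1.50. The pattern cannot be told apart from that explanation. A shared response that is weaker at 60 DAI and falls short of the threshold there remains: 99.0% of the genes called only at 40 DAI had the same sign at 60 DAI. Because the genes were chosen at 40 DAI, part of the weaker change at 60 DAI may come from that choice.

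The OE replicates differed more than the WT replicates, with coefficients of variation of 0.312 against 0.0496 at 40 DAI. Without the 100 genes with the most counts the OE value was 0.311, but so few genes weigh little in this estimate. The median absolute log2 difference between the replicates, which a few genes cannot move, was 2.48 times as large in OE as in WT at 40 DAI, and 1.61 times at 60 DAI. For no scaffold did the median of its genes' log2 differences between the OE replicates exceed 0.012 in size at both stages. Neither a few genes nor a chromosome gained or lost in one line thus accounts for the larger difference in OE. The totals of the OE pair differed by more than those of the WT pair at both stages, though by at most 0.0201 in their ratio, as the ratio of the larger to the smaller total was 1.07 and 1.06 in OE and 1.05 and 1.05 in WT. With all counts thinned to equal totals the OE coefficient of variation at 40 DAI was 0.309, against 0.0496 in WT, so unequal totals do not account for it. The difference between replicates at 40 DAI correlated with that at 60 DAI across genes at 0.393 in OE and -0.0925 in WT, and the slope of the 60 DAI change on the mean 40 DAI change was 0.57 in OE replicate 1 and 0.73 in OE replicate 2, a difference of 0.16. These values are consistent with lasting differences between the lines, one of which may carry the OE response further at 60 DAI. That remains a hypothesis, since each line was sampled once per stage.

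More genes were up than down in OE at 40 DAI on the counts, with a ratio of 1.22. Transcript length had a Spearman correlation of 0.0235 with the log2 fold change, so length does not account for it. With DESeq2's size factors the ratio was 1.17, but these are nearly the same as the TMM factors, so this tests little. With library totals and no TMM factors the ratio was 0.46, and on the authors' FPKM summed per gene it was 0.41. FPKM is scaled to library size without TMM factors, so these 2 results are not separate evidence. Leaving out the factors shifts all genes alike, so it does not show which scaling is right. At 60 DAI more genes were up than down in both fits. These were 117 up and 46 down without TMM factors, and 81 up and 37 down on FPKM with a pseudocount of 1. The direction of the excess at 40 DAI thus depends on the normalization and cannot be taken as biological.

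At more than 3 normalized CPM in each sample of one genotype and under 0.3 in each of the other, 12 genes were on in WT and off in OE, and 3 were on in OE and off in WT. No biological explanation was tested for them.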
